# Transcriptome reprogramming and myeloid skewing in haematopoietic stem and progenitor cells in systemic lupus erythematosus

**DOI:** 10.1136/annrheumdis-2019-215782

**Published:** 2019-11-28

**Authors:** Maria Grigoriou, Aggelos Banos, Anastasia Filia, Pavlos Pavlidis, Stavroula Giannouli, Vassiliki Karali, Dionysis Nikolopoulos, Antigone Pieta, George Bertsias, Panayotis Verginis, Ioannis Mitroulis, Dimitrios T Boumpas

**Keywords:** systemic lupus erythematosus, autoimmunity, inflammation

## Abstract

**Objectives:**

Haematopoietic stem and progenitor cells (HSPCs) are multipotent cells giving rise to both myeloid and lymphoid cell lineages. We reasoned that the aberrancies of immune cells in systemic lupus erythematosus (SLE) could be traced back to HSPCs.

**Methods:**

A global gene expression map of bone marrow (BM)-derived HSPCs was completed by RNA sequencing followed by pathway and enrichment analysis. The cell cycle status and apoptosis status of HSPCs were assessed by flow cytometry, while DNA damage was assessed via immunofluorescence.

**Results:**

Transcriptomic analysis of Lin^−^Sca-1^+^c-Kit^+^ haematopoietic progenitors from diseased lupus mice demonstrated a strong myeloid signature with expanded frequencies of common myeloid progenitors (CMPs)—but not of common lymphoid progenitors—reminiscent of a ‘trained immunity’ signature. CMP profiling revealed an intense transcriptome reprogramming with suppression of granulocytic regulators indicative of a differentiation arrest with downregulation trend of major regulators such as *Cebpe*, *Cebpd* and *Csf3r*, and disturbed myelopoiesis. Despite the differentiation arrest, frequencies of BM neutrophils were markedly increased in diseased mice, suggesting an alternative granulopoiesis pathway. In patients with SLE with severe disease, haematopoietic progenitor cells (CD34^+^) demonstrated enhanced proliferation, cell differentiation and transcriptional activation of cytokines and chemokines that drive differentiation towards myelopoiesis, thus mirroring the murine data.

**Conclusions:**

Aberrancies of immune cells in SLE can be traced back to the BM HSPCs. Priming of HSPCs and aberrant regulation of myelopoiesis may contribute to inflammation and risk of flare.

**Trial registration number:**

4948/19-07-2016.

**Key messages**

**What is already known about this subject?**

- Most cells participating in the pathogenesis of systemic lupus erythematosus (SLE) originate from bone marrow (BM) haematopoietic stem and progenitor cells (HSPCs). HSPCs actively respond to inflammatory stimuli by myeloid skewing, but this may lead to exhaustion, decreased function, increased risk for inflammation, decreased adaptive immunity and increased cardiovascular mortality.

**What does this study add?**

- In SLE, there is evidence of deregulation of haematopoiesis with skewing towards the myeloid lineage at the expense of lymphopoiesis and priming of HSPCs that exhibit a ‘trained immunity’ signature; this may contribute to inflammation and risk of flare.

**How might this impact on clinical practice or future developments?**

- Abnormalities of immune cells in SLE can be traced back in the BM HSPCs, a disease where stem cell therapy has been considered for refractory cases. Re-establishment of the appropriate myeloid versus lymphoid balance and alleviation of cell exhaustion may improve transplantability of HSPCs and may restore immune function. This could also decrease risk of infection and atherosclerosis and attenuate inflammation, decreasing the risk of flare.

## Introduction

In systemic lupus erythematosus (SLE), an interplay between environmental, genetic and epigenetic factors leads to perturbation of complex biological networks culminating into diverse clinical phenotypes. In this disease, interferon-alpha (IFN-α)-driven immunological alterations result in persistent immune responses against autologous nucleic acids, mimicking a sustained antiviral response. Intractable tissue damage caused by autoantibodies or immune-complex depositions affects several organs, leading to significant morbidity.^1 2^

Haematopoietic stem and progenitor cells (HSPCs) represent the most primitive multipotent population giving rise to all blood cell types.^3^ HSPCs reside in the bone marrow (BM) niche and remain in a quiescent state. Under stress or inflammatory conditions, they respond by proliferating and differentiating to replenish any progeny needed.^4–6^

A key observation in SLE is that most cells participating in its pathogenesis, such as lymphocytes, monocytes and neutrophils, originate from HSPCs. In a congenic strain of lupus mice, the function of hematopoietic stem cells is altered by both genetic and inflammatory factors with evidence of increased self-renewal and resistance to stress.^7^ In patients with SLE with cytopenias, BM exhibits necrosis, stromal alterations, hypocellularity, dyspoiesis and distortion of normal architecture with abnormal localisation of immature precursors aggregates.^8^ Gene expression studies from our group have demonstrated upregulation of genes involved in cell death and granulopoiesis, providing further evidence of the role of apoptosis and granulocytes in its pathogenesis.^9^

Within the BM niche, inflammatory cytokines and myeloid-specific growth factors, including interleukin (IL)-1 and granulocyte macrophage growth factor,^10^ drive the reprogramming of HSPCs towards myeloid lineage by epigenetic modifications and induction of lineage-specific transcription factors. These alterations increase their adaptation to inflammatory and haematopoietic stress, promoting the generation of myeloid cells that confer protection to secondary infection, in a phenomenon termed ‘trained innate immunity’ or ‘innate immune memory’.^11 12^ Perturbed immunological imprinting (mediated by hyperactive and myeloid priming) could be detrimental, exaggerating immune responses in autoimmune and inflammatory diseases such as arthritis,^13 14^ SLE^15^ or atherothrombosis.^16–18^

We reasoned that the fundamental molecular aberrations in SLE (genetic or epigenetic) may be traced back in the HSPCs within the BM. To this end, we used the NZBW/F1 mouse model of SLE to investigate the lupus transcriptome of HSPCs and compared it with transcriptomic data from human SLE CD34^+^ cells. Herein, we report reprogramming of HSPCs towards myeloid lineage—with evidence of a ‘trained immunity’ signature—and propose that this may contribute to exaggerated immune responses and flares in SLE.

## Methods

### Mice

C57BL/6 mice were purchased from the Jackson Laboratory. NZB/OlaHsd and NZW/OlaHsd mice were purchased from Envigo. NZBW/F1 mice were considered diseased, when exhibiting ≥100 ng/dL of urine protein after the completion of 6 months of their life.^19^ Age-matched female mice were used (B6-young (B6-Y)/F1-prediseased (F1-P): 12 and B6-old (B6-O)/F1-lupus (F1-L): 28–36 weeks old). All animals were maintained in the BRFAA animal facility.

### Flow cytometry and cell sorting

Single-cell suspensions were prepared from BM, peripheral blood mononuclear cells (PBMCs) or spleen and were stained with conjugated antibodies. CD11b^−^Gr-1^−^Ter119^−^B220^−^CD16/32^−^Sca-1^+^c-Kit^+^ (Lin^−^Sca-1^+^c-Kit^+^ (LSK)) and CD11b^−^Gr-1^−^Ter119^−^B220^−^CD16/32^−^CD34^+^Sca-1^+^c-Kit^+^ (common myeloid progenitor (CMP)) cells were isolated from BM (tibia, femur and brachial) and sorted on a FACS-ARIA-III (Becton Dickinson Biosciences). Cell purity was ≥95%. Data were analysed with FlowJo.

### Human subjects

BM aspirates and PBMCswere obtained from SLE and gender matched healthy controls (HCs). Patients met the 1999 American College of Rheumatology revised criteria for the classification of SLE.^20^ Patients’ clinical and serological characteristics are summarised in online supplementary tables 1 and 5.

10.1136/annrheumdis-2019-215782.supp1 Supplementary data

### Mononuclear cell isolation and processing

Bone marrow mononuclear cells (BMMCs) were isolated using Histopaque 1077 (Sigma-Aldrich). BMMCs were washed, and erythrocytes were lysed with red blood cell buffer (420301, Biolegend) and stained with conjugated antibodies. CD34^+^ cells were isolated from BMMCs using magnetic beads (18056, StemCell Technologies).

### RNA sequencing

LSKs and CMPs were sorted from BM of NZBW/F1 and C57BL/6 mice. CD34^+^ cells were isolated from BMMCs. Genes with a false discovery rate of ≤0.05 and a fold change of >1.5 were considered statistically significantly upregulated/downregulated, respectively. For the human–mouse comparison, human genes were converted to mouse orthologos and pathways were compared based on their ID.

### Statistics

Statistical analyses were performed using unpaired two-tailed Student’s t-test, while Mann-Whitney U test was used for the comparison of two groups. Data are presented as mean±SD. Differences were considered statistically significant at p<0.05. All data were analysed using GraphPad Prism V.5 software.

### Study approval

Informed consent was obtained from all patients and HC prior to sample collection (Athens, Greece, protocol 10/22-6-2017). All procedures in mice were in accordance with institutional guidelines and were reviewed and approved by the Greek Federal Veterinary Office (Athens, Greece).

## Results

### The transcriptional profile of murine lupus HSPCs demonstrates myeloid skewing

To study whether HSPCs in SLE exhibit transcriptional alterations, we used the spontaneous mouse model NZBW/F1^21–23^ at two time points: *preclinical* stage (F1-P) and *clinical stage*, defined as the point with proteinuria of >100 ng/dL (F1-L). Age-matched female C57BL/6 mice served as controls (B6-Y and B6-O, respectively). Gene profiling was performed in murine LSK compartment—representing HSPCs in mice—sorted by flow cytometry from BM of NZBW/F1 lupus and C57BL/6 control mice (figure 1A). 

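LSK (Lin−Sca-1+c-Kit+ cells) are the mouse bone marrow compartment that holds stem and early progenitor cells, and NZBW/F1 mice, the offspring of NZB and NZW parents, develop lupus spontaneously. RNA of sorted LSK was sequenced in 12 samples, 3 each for F1-P, F1-L, B6-Y and B6-O. F1-P and B6-Y mice were 12 weeks old and F1-L and B6-O mice 28 to 36 weeks old, so F1-L and F1-P mice differed in age as well as in disease. The authors aligned single-end reads to the mm10 genome with STAR, counted them per gene with HTSeq and deposited a table of 19780 genes. Its values are counts per sequencing depth (CPM) in which each sample was also scaled by a normalization factor, so its columns sum to between 832403 and 1387186. Every value (100.0%) was a whole multiple of what 1 read was worth in its sample, and the whole reads were recovered from these steps. The total per sample was 24857163 to 26269954 reads in F1-L (median 25156581) and 23772252 to 27288453 in F1-P (median 25823389). It was 25714324 to 26858409 reads in B6-Y (median 26209992) and 26405125 to 28493747 in B6-O (median 26834299). Immunoglobulin genes held 16.8% to 36.6% of the reads in the NZBW/F1 samples and 0.301% to 4.76% in the C57BL/6 samples, so fewer reads of the NZBW/F1 samples lay on other genes. Genes with a CPM of at least 1 in at least 3 samples of a comparison were tested with limma on log2(CPM + 1), with the Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of genes with low CPM. The thresholds were the paper's, an adjusted p of at most 0.05 and a fold change above 1.5. When changes of 4-fold were simulated at the depth and spread of these LSK samples, limma called 181 of the 198 changed genes and 11 unchanged ones. With changes of 2-fold it called 43 of 196 changed genes and 2 unchanged ones. The simulated genes varied independently of each other. The simulation thus left out deviations shared by many genes of a sample, and its rates need not hold in the real data.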

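Between F1-L and F1-P, 14332 genes were tested in LSK, and 4 of them passed the thresholds on the adjusted p and the fold change. At an unadjusted p below 0.05, 1830 genes (12.8%) differed, of which 1230 were higher and 600 lower in F1-L. Apoe, the gene of apolipoprotein E on chromosome 7 (19696109 to 19699188, GRCm38), rose from a CPM of 15.7 ± 1.26 (SD, n = 3) in F1-P to 41.4 ± 3.73 (SD, n = 3) in F1-L. Its log2 fold change was 1.34 (SE 0.12, adjusted p = 0.0496 in limma). Emilin2, which encodes an extracellular matrix glycoprotein on chromosome 17 (71252172 to 71311978), had a CPM of 17.9 ± 4.55 in F1-P and 65.8 ± 2.46 in F1-L, a log2 fold change of 1.85 (SE 0.173, adjusted p = 0.0496 in limma). The 2 genes that fell are variable genes of immunoglobulin chains. Ighv7-1 on chromosome 12 (113896408 to 113896946) fell from a CPM of 5223 ± 877 to 623 ± 51 (log2 fold change −3.05, SE 0.252, adjusted p = 0.0429). Igkv4-58 on chromosome 6 (69500254 to 69500786) fell from 123 ± 9.73 to 5.88 ± 3.03 (log2 fold change −4.26, SE 0.294, adjusted p = 0.0251). Variable genes have near-identical family members between which reads could be split, so the value of a single one is uncertain. With each replicate left out in turn, the log2 fold change stayed between 1.28 and 1.40 for Apoe, 1.71 and 2.04 for Emilin2, −3.20 and −2.96 for Ighv7-1 and −4.60 and −3.97 for Igkv4-58. The calls were less stable. All 4 genes still passed without F1-P replicate 1 or 3, but only Igkv4-58 without F1-L replicate 1 or 2. Of the 4 genes, 0 passed without F1-L replicate 3, without F1-P replicate 2 or with the replicate number as a block. Apoe and Emilin2, whose adjusted p lay close to 0.05, no longer passed when the reads on genes other than immunoglobulin genes were thinned to the same number in every sample. The number of genes past the thresholds depended on the test. On the recovered reads, edgeR's quasi-likelihood test called 3 genes, the likelihood ratio test 657 (494 higher and 163 lower in F1-L) and DESeq2 734 (541 higher and 193 lower). The largest count, 842, came from the likelihood ratio test without a filter on low values, a setting chosen after seeing the data.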

A total of 758 differentially expressed genes (DEGs) between F1-P and F1-L mice were identified (figure 1B and online supplementary table 2), including enriched GO terms per cluster: haematopoietic cell lineage, neutrophil degranulation and cell adhesion (red); and lymphocyte activation, extracellular region and immunoglobulin heavy chain variable region genes (IGVH) repertoire (green/blue). Gene set enrichment analysis (GSEA) showed a positive correlation with signatures related to inflammatory response, activation of innate immune response and platelet degranulation (figure 1C and online supplementary table 3) in F1-L mice. These categories are crucial for the adaptation of stem cell phenotype to inflammation with studies showing expansion of stem cell-like megakaryocyte committed cells within HSPCs under inflammatory conditions.^24^ *Gene ontology and pathway analysis* demonstrated DEGs implicated in myeloid leukocyte-mediated immunity, cytokine secretion, granulocyte/neutrophil activation and migration in F1-L mice (online supplementary figure 1A). Notably, F1-L LSK demonstrated increased proliferation and strong myeloid signature (figure 1D). 

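Figure 1D lists 7 genes of cell cycle progression, and all 7 were higher in F1-L LSK, with log2 fold changes from 0.56 to 2.53 and a median of 0.97. Each had an unadjusted p below 0.05. In limma none passed the adjustment over all genes and 7 passed it over the list alone, which is drawn from the paper's own heatmap of these samples. edgeR's likelihood ratio test and DESeq2 each called 4 of the 7 higher, Ccnd1 among them, and the quasi-likelihood test called 0. The mean of the 7 genes was 4.48 ± 0.12 (log2(CPM + 1), SD, n = 3) in F1-L and 3.25 ± 0.38 in F1-P, and no sample of one group overlapped the other (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). limma's camera test, which compares the genes of a panel with all other genes tested, gave p = 3.14e-08 (9.42e-08 after adjustment over 9 panels). When the correlation between genes was estimated from the data in place of the preset 0.01, the camera p was 0.0234. Since the heatmap shows genes of a set that the paper found enriched in these samples, its camera p is no independent test, and the other panels of Figure 1D were likewise picked by the paper for display from the same samples. The same panel rose by 0.39 from B6-Y to B6-O. The 10 proliferation markers of Figure 3C, examined in LSK after the results were seen, did not show this rise, with 7 higher and 3 lower in F1-L, log2 fold changes from −0.15 to 0.37 with a median of 0.10, and 0 genes at an unadjusted p below 0.05. Ccnd1, the gene of cyclin D1 on chromosome 7 (144929931 to 144939925, GRCm38), had a CPM of 26.3 ± 3.21 in F1-L and 13.1 ± 2.02 in F1-P (log2 fold change 0.95, SE 0.159, adjusted p = 0.172 in limma).
The myelopoiesis heatmap lists 13 genes, and all 13 were higher in F1-L, by 0.24 to 2.53 with a median of 1.26. Of these, 9 had an unadjusted p below 0.05 in limma, 0 passed the adjustment over all genes and 8 over the list alone. edgeR's likelihood ratio test called 6 of the 13 and DESeq2 7, all higher, with Cebpa and Csf3r called by both. The quasi-likelihood test called 0. The panel's mean was 6.51 ± 0.38 in F1-L and 5.15 ± 0.63 in F1-P (exact permutation test, two-sided p = 0.1), with a camera p of 3.84e-09 (3.46e-08 adjusted). With the correlation between genes estimated from the data, its camera p was 0.0371. Cebpa, which encodes a transcription factor of myeloid cells on chromosome 7 (35119293 to 35121928), rose from 25.3 ± 8.79 to 85.2 ± 18.6 CPM (log2 fold change 1.74, SE 0.26, adjusted p = 0.172 in limma). Csf3r, the gene of the granulocyte colony-stimulating factor receptor on chromosome 4 (126024550 to 126044440), rose from 88.9 ± 22.1 to 200 ± 89.8 CPM (log2 fold change 1.10, SE 0.316, adjusted p = 0.234). Csf1r, the macrophage colony-stimulating factor receptor on chromosome 18 (61100598 to 61132149), rose from 21.2 ± 11.9 to 74.9 ± 43.6 CPM (log2 fold change 1.68, SE 0.62, adjusted p = 0.324), with overlapping groups. The panel's Csf2rb and Csf2rb2 are near-identical copies between which reads could be split. A panel of 11 markers of mature neutrophils was higher in the same F1-L samples, 7.81 ± 1.32 against 4.91 ± 0.96 in F1-P.

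**Figure D1:**
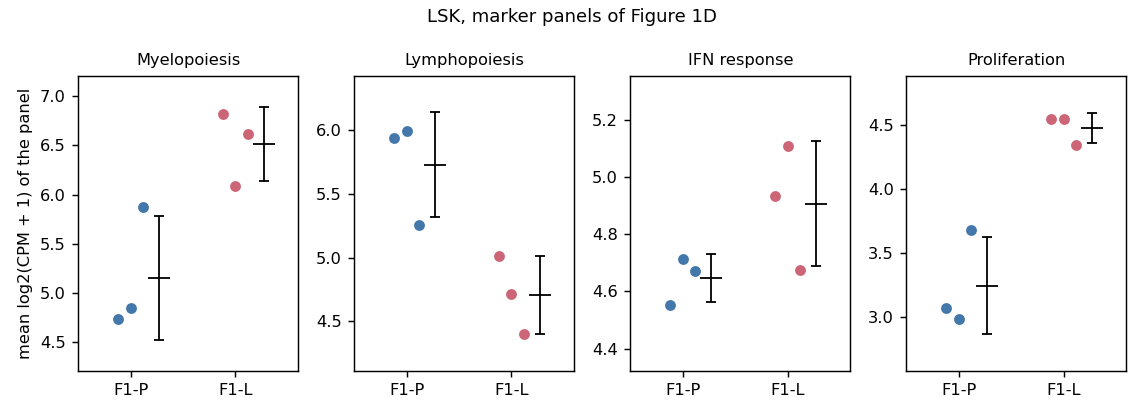
Mean log2(CPM + 1) of each marker panel of Figure 1D in LSK, with 1 point per sample (n = 3 per group) and the mean with its SD in black beside the points. The vertical scales differ between panels. Points of F1-L and F1-P do not overlap for myelopoiesis (mean 6.51 against 5.15), lymphopoiesis (4.71 against 5.73) and proliferation (4.48 against 3.25), and lie closer for IFN response (4.91 against 4.65).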

IFN-associated genes (*Gbp6* and *Ciita*) were upregulated in F1-L LSK, showing a strong type I IFN signature, a hallmark of active SLE^25^ (figure 1D). 

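The IFN response heatmap lists 7 genes, of which 5 were higher and 2 lower in F1-L LSK, with log2 fold changes from −0.30 to 0.70 and a median of 0.29. Ciita rose and Irf1 fell with an unadjusted p below 0.05, 0 genes passed the adjustment over all genes, and 1 passed over the list alone. The panel's mean was 4.91 ± 0.22 (log2(CPM + 1), SD, n = 3) in F1-L and 4.65 ± 0.08 in F1-P (exact permutation test, two-sided p = 0.2), and the camera p was 0.128 (0.165 adjusted). Gbp6, a guanylate-binding protein gene on chromosome 5 (105270702 to 105293698, GRCm38), had a CPM of 10.9 ± 8.48 in F1-L and 5.29 ± 1.86 in F1-P. Its log2 fold change of 0.70 (SE 0.521, adjusted p = 0.647 in limma) was within the spread of the replicates and ranged from 0.15 to 1.23 with each replicate left out. Gbp6 has near-identical neighbours in its gene family, so its reads could be split. Ciita, which encodes the transactivator of MHC class II genes on chromosome 16 (10480059 to 10528418), had a CPM of 13.4 ± 1.65 in F1-L and 8.09 ± 0.397 in F1-P. Its log2 fold change was 0.65 (SE 0.144, adjusted p = 0.175 in limma), and every F1-L sample was above every F1-P sample. Ciita passed the thresholds with edgeR's likelihood ratio test and with DESeq2, and Gbp6 with neither.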

Comparison with publicly available gene sets—encompassing CMP^26^ and granulocyte–macrophage progenitor (GMP)^27^ signatures from wild-type mice as reference—demonstrated positive enrichment in F1-L LSK for CMP and GMP signatures (online supplementary figure 1B) indicative of priming towards this direction. Together, these transcriptomic data indicate increased proliferation and strong differentiation of F1-L LSK towards myeloid/granulocytic lineage.^28^

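The lymphopoiesis heatmap of Figure 1D lists 10 genes, and all 10 were lower in F1-L LSK, with log2 fold changes from −1.68 to −0.51 and a median of −1.03. Of these, 5 had an unadjusted p below 0.05 in limma (Il2ra, Blnk, Cd79a, Rag2 and Rag1), 0 passed the adjustment over all genes and 3 over the list alone. edgeR's likelihood ratio test called 4 of the 10 lower, Cd79a and Rag1 among them. DESeq2 called 3 lower, with Cd79a but not Rag1, and the quasi-likelihood test called 0. The panel's mean was 4.71 ± 0.31 (log2(CPM + 1), SD, n = 3) in F1-L and 5.73 ± 0.41 in F1-P (exact permutation test, two-sided p = 0.1), with a camera p of 3.03e-07 (6.82e-07 adjusted), or 0.029 with the correlation between genes estimated from the data. From B6-Y to B6-O the same panel fell by 1.29 on the log2 scale. Cd79a, which encodes a chain of the B cell receptor on chromosome 7 (24897381 to 24902197, GRCm38), fell from a CPM of 121 ± 24.3 to 55.8 ± 12.8 (log2 fold change −1.11, SE 0.204, adjusted p = 0.172 in limma). Rag1, a recombinase gene on chromosome 2 (101638282 to 101649501), fell from 92.3 ± 72.0 to 24.8 ± 12.7 (log2 fold change −1.68, SE 0.586, adjusted p = 0.305), with overlapping groups. The paper reads its LSK transcriptomes together as a sign that F1-L LSK proliferate more and differentiate strongly towards the myeloid and granulocytic lineage.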

10.1136/annrheumdis-2019-215782.supp2 Supplementary data

10.1136/annrheumdis-2019-215782.supp3 Supplementary data

**Figure 1:**
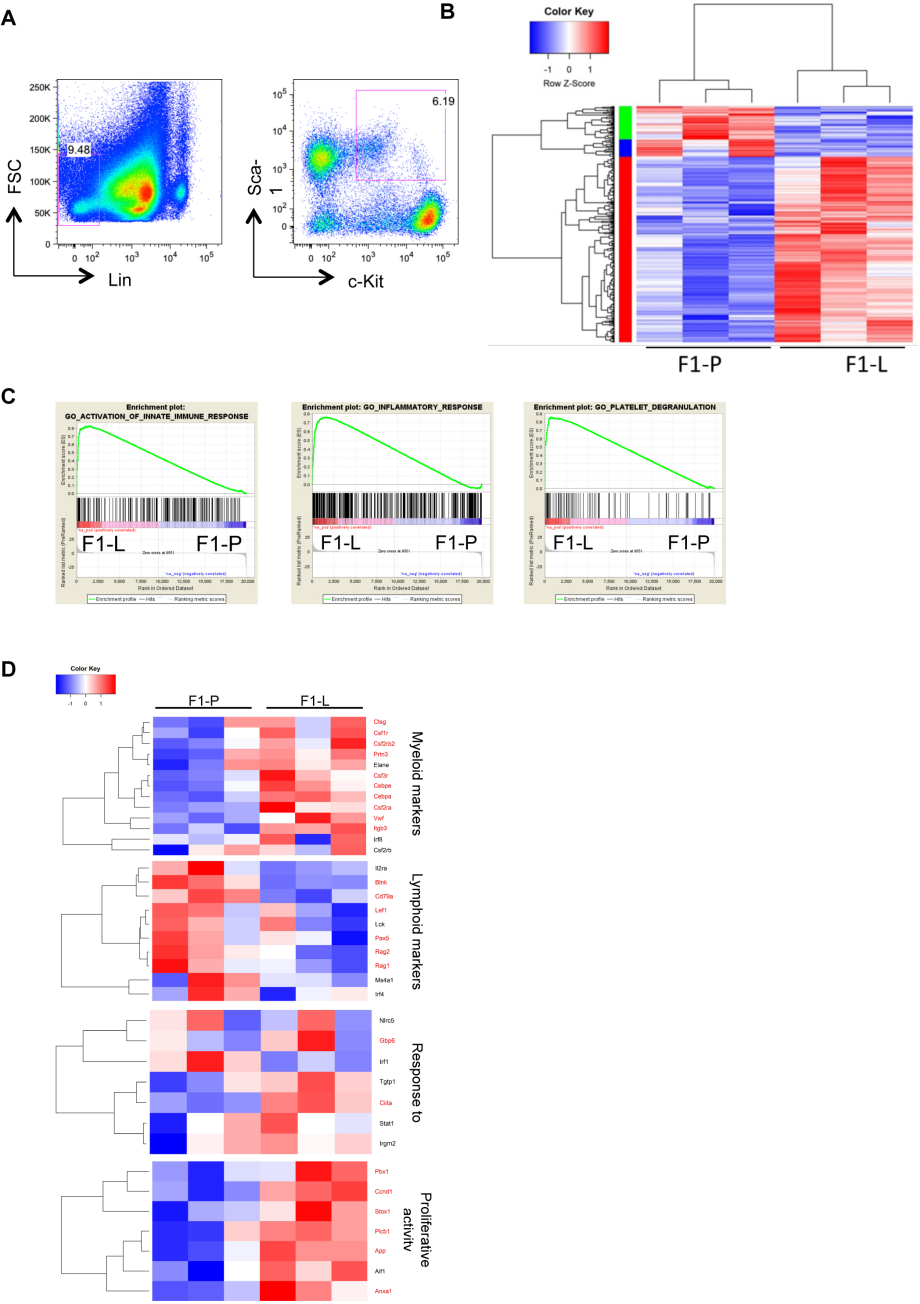
Transcriptional profiling of murine LSK by RNA sequencing demonstrates myeloid skewing. (A) Representative fluorescence-activated cell sorting plots for the identification of haematopoietic stem and progenitor cells. After gating for Lin^−^ cells, LSK were characterised as c-Kit^+^Sca-1^+^. (B) Heatmap of DEGs (|FC|>1.5, FDR<0.05) in BM-derived LSK between F1-P and F1-L mice (n=3 replicates per group). (C) GSEA plot showing the enrichment of ‘GO activation of innate immune response’ (NES 1.62, FDR 0.002), ‘GO inflammatory response’ (NES 1.57, FDR 0.022) and ‘GO platelet degranulation’ (NES 1.60, FDR 0.009) gene sets in LSK F1-L mice. (D) Heatmaps of genes related to myelopoiesis, lymphopoiesis, IFN response and enriched GSEA term ‘GO positive regulation of cell cycle phase transition’ (FDR 0.16) in BM-derived LSK F1-P and F1-L mice. Genes with p<0.05 are marked in red. BM, bone marrow; DEG, differentially expressed gene; FC, fold change; FDR, false discovery rate; FSC, forward scatter; F1-L, F1-lupus; F1-P, F1-prediseased; GSEA, gene set enrichment analysis; IFN, interferon; LSK, Lin^−^Sca-1^+^c-Kit^+^; NES, normalised enrichment score.

### Active proliferation and replicative stress of murine lupus HSPCs cells

To validate transcriptomic data, we analysed the BM LSK compartment and its subpopulations. LSK were increased by almost twofold in F1-L mice compared with F1-P (figure 2A, B). Within the LSK compartment, short-term HSCs and multipotent progenitor cells (MPPs) had higher frequency in F1-L mice (figure 2A, C). Compared with their control counterparts, we found enhanced frequency of circulating LSK in the peripheral blood—but not in the spleen—of F1-L mice (online supplementary figure 1C, D), suggesting that BM-derived LSK may be activated, may exit the niche and then migrate to the periphery.

**Figure 2:**
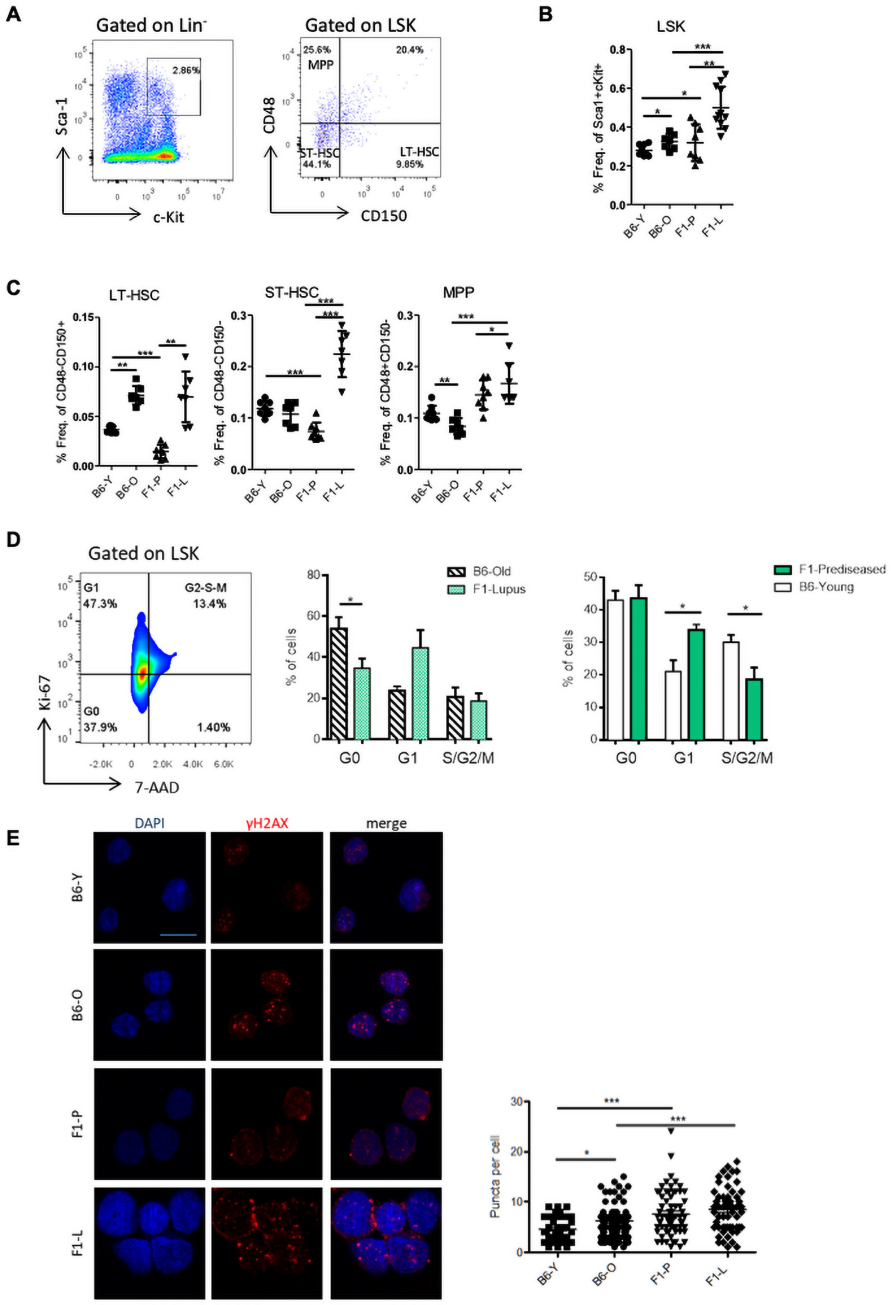
Phenotypical analysis of murine LSK by flow cytometry demonstrates enhanced proliferation. (A) Representative flow cytometry analysis within LSK compartment. (B) Frequencies of LSK in BM of F1-P, F1-L and their age-matched C57BL/6 control mice (n=7–10). (C) LT-HSCs, ST-HSCs and MPP in BM of F1-P, F1-L and their age-matched C57BL/6 control mice (n=7–10). (D) Representative flow cytometry plot of BM-derived LSK cell cycle analysis using Ki-67/7-AAD marker and frequencies of cells in each different phase of cell cycle (G0, G1 and S/G2/M) (n=4–6). (E) Representative confocal microscopy images for γ-H2AX (red) and DAPI (blue), and γ-H2AX puncta/cell in sorted LSK from BM of F1-P, F1-L and their age-matched C57BL/6 control mice (n=3–4, Leica TCS SP5 63x, scale bar: 10 µM). One representative experiment of four is shown. Results are mean±SEM. Statistical significance was obtained by unpaired Student’s t-test (*p≤0.05, **p≤0.01, ***p≤0.001). 7-AAD, 7-Aminoactinomycin D; BM, bone marrow; DAPI, 4′,6-diamidino-2-phenylindole; F1-L, F1-lupus; F1-P, F1-prediseased; LSK, Lin^−^Sca-1^+^c-Kit^+^; LT-HSC, Long Term-Hematopoietic Stem Cell; MPP, multipotent progenitor cell; ST-HSC, short term hematopoietic stem cell.

During steady state, HSPCs are relatively quiescent, maintaining a low number of cycling cells that will differentiate into mature blood cells.^29^ Cell cycle analysis of lupus LSK revealed increased proliferation with fewer F1-L LSK in G0 phase compared with B6-O control (figure 2D). The frequency of apoptotic LSK from NZBW/F1 mice was also increased compared with B6 with no significant difference in F1-P versus F1-L stage (online supplementary figure 1E). In view of the enhanced proliferation, γ-H2AX was measured as a marker of proliferative stress. Lupus LSK exhibited increased double-strand DNA breaks compared with B6 (figure 2E), suggesting that LSK in lupus mice is under replicative stress (see discussion).

### Differentiation arrest of CMPs with lupus disease progression

To delineate the haematopoietic differentiation after the LSK stage, we characterised the progenitors of each lineage. CMPs were increased by 2.5-fold (**p≤0.01), while GMPs were 2-fold (***p≤0.001) reduced in F1-L versus F1-P mice (figure 3A). There was no significant difference in common lymphoid progenitors (online supplementary figure 2A). Both LSK and CMP frequencies were increased in F1-L mice, a profile reminiscent of emergency granulopoiesis.^30^

**Figure 3:**
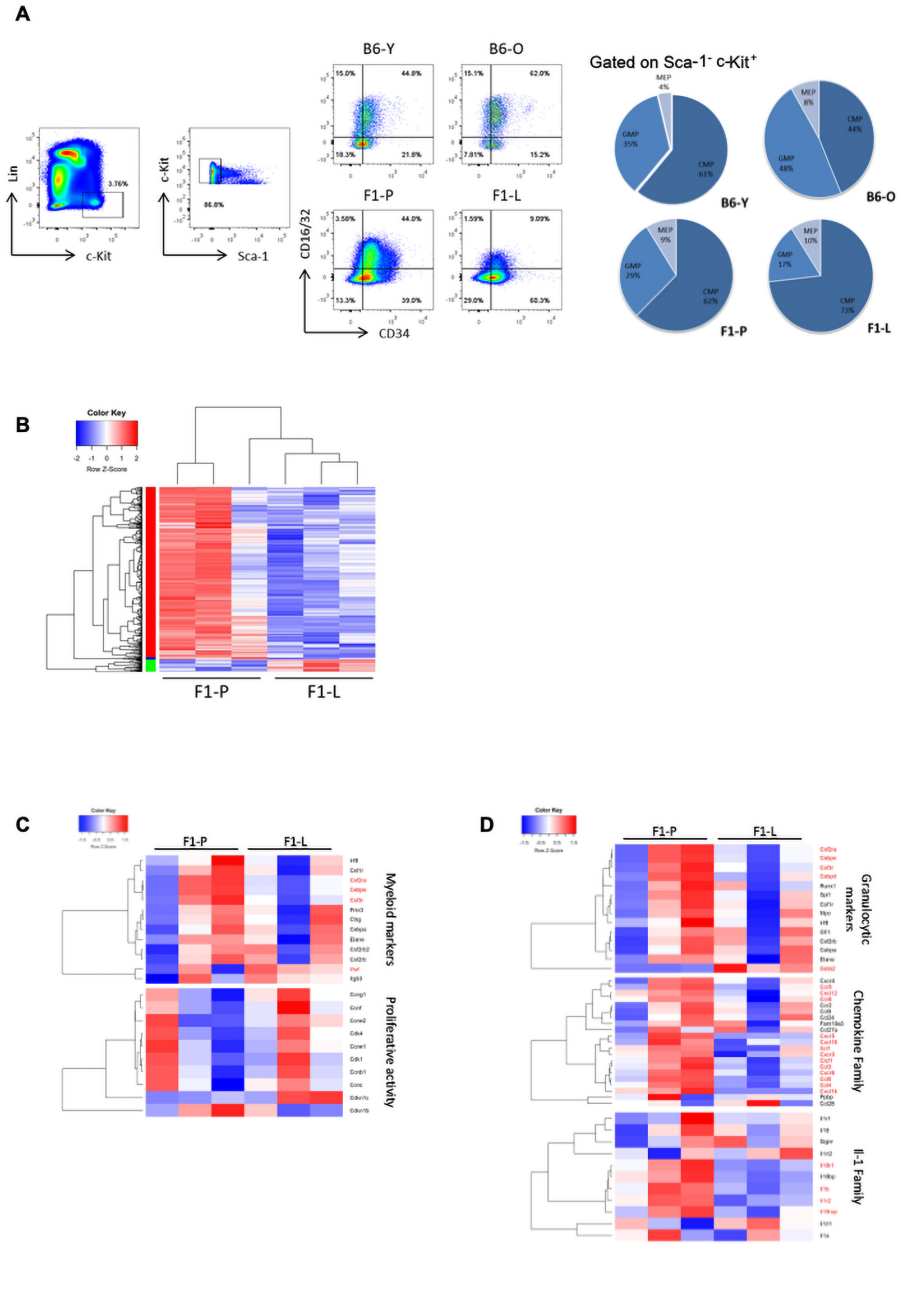
Attenuation of murine lupus CMP differentiation with the progression of the disease. (A) Representative flow cytometry analysis and frequencies of BM-derived CMPs (CD34^+^CD16/32^−^) and GMPs (CD34^+^CD16/32^+^) of F1-P, F1-L and their age-matched C57BL/6 control mice (n=8–10). (B) Heatmap of DEGs (|FC|>1.5, FDR<0.05) in BM-derived CMP cells between F1-P and F1-L mice (n=4 per replicate). (C) Heatmaps of genes related to myelopoiesis and proliferation in BM-derived CMP F1-P and F1-L mice. Genes with p<0.05 are marked in red. (D) Heatmaps of genes related to granulopoiesis, chemokine-related and IL-1-related factors in BM-derived CMP of F1-P and F1-L mice. Genes with p<0.05 are marked in red. BM, bone marrow; CMP, committed myeloid progenitor; FC, fold change; FDR, false discovery rate; F1-L, F1-lupus; F1-P, F1-prediseased; GMP, granulocyte–macrophage progenitor; IL, interleukin.

To further investigate the regulation of myeloid differentiation, we performed transcriptional analysis. 

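RNA of sorted CMPs, the progenitors of granulocytes, monocytes, erythrocytes and platelets, was sequenced in 6 NZBW/F1 samples, 3 from F1-P and 3 from F1-L mice, at the same ages as for LSK. The legend of Fig. 3B gives 4 per replicate. No CMP sample of C57BL/6 mice was analysed here, so age and disease cannot be separated in this comparison. The authors deposited a table of 18428 genes, made in the same way as the LSK table but normalized separately from it. Its columns sum to between 967456 and 1033223, and 100.0% of its values gave whole reads. The total per sample was 20001328 to 21278928 reads in F1-L (median 20018464) and 21355004 to 24761060 in F1-P (median 22847457), so every F1-P sample was deeper than every F1-L sample. When all samples were thinned to 20001328 reads, the number of genes past the thresholds stayed at 1. Immunoglobulin genes held at most 0.255% of the reads of a sample. The filter, test and thresholds were those used for LSK. In simulated data with changes of 4-fold, limma called 166 of 199 changed genes and 11 unchanged ones, and with changes of 2-fold 63 of 197 and 4. Genes varied independently in these data as well, with the same limit as for LSK.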

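In CMPs, 12926 genes were tested between F1-L and F1-P, and 1 passed the thresholds on the adjusted p and the fold change. At an unadjusted p below 0.05, 1267 genes (9.8%) differed, 679 of them lower and 588 higher in F1-L. The gene past the thresholds was Col1a1, a collagen gene on chromosome 11 (94936224 to 94953042, GRCm38), which had 138 to 216 reads in the F1-P samples and 1 to 2 in the F1-L samples. Since every F1-L sample was under 3 reads, its level was at least 53.9-fold lower in F1-L. Its log2 fold change of −3.04 (SE 0.154, adjusted p = 0.0078 in limma) is held down by the pseudocount of 1. Whether the Col1a1 reads came from the CMPs or from other cells in the sort was not tested. Col1a1 lies under the mean CPM set for naming genes and was named after its values were seen. With each replicate left out in turn, between 0 and 434 genes passed, the highest number without F1-P replicate 1. Without any F1-P replicate Col1a1 fell under the filter, so its loss in those fits was fixed in advance. Without an F1-L replicate its adjusted p in limma was between 0.113 and 0.153. On the recovered reads, edgeR's quasi-likelihood test called 1 gene, its likelihood ratio test 308 (34 higher and 274 lower in F1-L) and DESeq2 351 (50 higher and 301 lower). The count moved most with limma's array quality weights, which called 1415 genes, gave F1-P replicate 2 a weight of 57.2 and did not converge.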

Most of 721 DEGs were downregulated at F1-L CMPs (figure 3B and online supplementary table 2), including enriched GO terms per cluster: response to IFN-beta and nucleotide signalling (green); immune response/immunoglobulins (blue); and cytokine signalling, neutrophil degranulation and haematopoietic cell lineage (red). Myeloid markers were downregulated and proliferation markers were not differentially expressed (figure 3C). 

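Of the 13 myeloid markers in Figure 3C, 9 were lower and 4 higher in F1-L CMPs, with log2 fold changes from −1.22 to 1.37 and a median of −0.10. None had an unadjusted p below 0.05 in limma. The mean of the 13 genes was 5.96 ± 0.70 (log2(CPM + 1), SD, n = 3) in F1-L and 6.15 ± 0.88 in F1-P, a difference within the spread of the replicates (exact permutation test, two-sided p = 0.6). The camera p was 0.238 (0.268 adjusted). The median rose to 0.19 without F1-P replicate 3 and to 0.34 without F1-L replicate 2, so its direction depended on single samples. Of the 10 proliferation markers, 9 were expressed enough to be tested, and 8 of them were higher and 1 lower in F1-L, by −0.19 to 0.28 with a median of 0.13. None had an unadjusted p below 0.05, and the mean was 6.77 ± 0.19 in F1-L and 6.65 ± 0.30 in F1-P (exact permutation test, two-sided p = 0.5), with a camera p of 0.397.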

DEGs were involved in pathways related to myeloid-mediated immunity, granulocyte activation, neutrophil migration and complement activation (online supplementary figure 2B). Thus, we checked the expression of specific granulocytic markers (figure 3D). Chemokines and regulators of IL-1 family^11 31 32^ were downregulated in F1-L CMPs. 

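The chemokine labels of Figure 3D are too small to be read with certainty, so all chemokine and chemokine receptor genes were taken by their symbols, and 20 passed the filter in CMPs. Of these, 18 were lower in F1-L, with log2 fold changes from −3.13 to 1.34 and a median of −1.02, and 9 fell with an unadjusted p below 0.05. None passed the adjustment over all genes, and 5 passed it over the family alone. The mean of the 20 genes was 2.55 ± 0.37 (log2(CPM + 1), SD, n = 3) in F1-L and 3.73 ± 0.89 in F1-P (exact permutation test, two-sided p = 0.2), because F1-P replicate 1, at 2.70, lay among the F1-L samples. The camera p was 1.91e-08 with the preset correlation between genes and 0.171 with the correlation estimated from the data. Ccl4 on chromosome 11 (83662584 to 83664683, GRCm38) fell from a CPM of 27.5 ± 16.6 to 5.00 ± 2.27 (log2 fold change −2.10, SE 0.557, adjusted p = 0.394 in limma). Ccl3, its neighbour (83647844 to 83649355), had a CPM of 16.2 ± 7.09 in F1-L (log2 fold change −1.64, SE 0.579, adjusted p = 0.473). Cxcr2, a receptor gene that is also a marker of mature neutrophils, on chromosome 1 (74153989 to 74161246), fell from 35.3 ± 28.7 to 3.01 ± 1.58 (log2 fold change −2.57, SE 1.03, adjusted p = 0.502), with overlapping groups.
Of the 11 genes of the IL-1 family and its receptors that were tested, 7 were lower and 4 higher in F1-L, with a median log2 fold change of −0.17. Of these, 4 fell with an unadjusted p below 0.05 (Il1b, Il1r2, Il18r1 and Il18bp), and 0 passed either adjustment. The mean was 3.15 ± 0.15 in F1-L and 3.79 ± 0.50 in F1-P (exact permutation test, two-sided p = 0.2), with a camera p of 0.0157 (0.0283 adjusted) that was 0.307 with the correlation estimated from the data. Without F1-P replicate 3 the median was 0.14. Il1b on chromosome 2 (129364570 to 129371139) fell from 21.7 ± 17.0 to 1.41 ± 0.652 CPM (log2 fold change −2.81, SE 0.776, adjusted p = 0.394). Il1b, Ccl4 and Cxcr2 passed the thresholds with edgeR's likelihood ratio test and with DESeq2, and Ccl3 with DESeq2.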

Indicatively, the expression of main regulators such as *Cebpe*, *Cebpd*, *Csf3r* and *Csf2rα* was dampened in CMPs of F1-L stage (figure 3D). 

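Cebpe on chromosome 14 (54710360 to 54712174, GRCm38) had a CPM of 4.49 ± 2.24 (SD, n = 3) in F1-L CMPs and 15.1 ± 11.3 in F1-P (log2 fold change −1.22, SE 0.798, adjusted p = 0.644 in limma). Cebpd on chromosome 16 (15887286 to 15891031) had a CPM of 9.98 ± 4.28 in F1-L and 21.2 ± 11.9 in F1-P (log2 fold change −0.90, SE 0.541, adjusted p = 0.626). Csf3r had a CPM of 69.8 ± 29.4 in F1-L and 171 ± 119 in F1-P (log2 fold change −1.03, SE 0.711, adjusted p = 0.663). Csf2ra, the gene of the alpha chain of the GM-CSF receptor on chromosome 19 (61223957 to 61228429), had a CPM of 34.9 ± 10.7 in F1-L and 66.8 ± 36.7 in F1-P (log2 fold change −0.77, SE 0.519, adjusted p = 0.656). In each of these genes the groups overlapped and the difference was within the spread of the F1-P replicates. All kept a negative log2 fold change with each replicate left out, from −2.13 to −0.69 for Cebpe and from −1.80 to −0.49 for Csf3r. They passed the thresholds only with limma's array quality weights. Of the 14 granulocytic markers of Figure 3D, 11 were lower and 3 higher in F1-L, with a median log2 fold change of −0.42. Gata2 was the single marker with an unadjusted p below 0.05, and it rose from 62.7 ± 1.47 to 138 ± 36.8 CPM (log2 fold change 1.10, SE 0.183, adjusted p = 0.352), on chromosome 6 (88193891 to 88207032). The mean of the 14 genes was 5.99 ± 0.69 in F1-L and 6.38 ± 0.86 in F1-P (exact permutation test, two-sided p = 0.5), and the camera p was 0.0652 (0.0978 adjusted). Markers of mature neutrophils, another panel of 11 genes, had a mean of 3.06 ± 1.18 in F1-L and 7.02 ± 2.51 in F1-P, with overlapping groups (exact permutation test, two-sided p = 0.2).

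**Figure D2:**
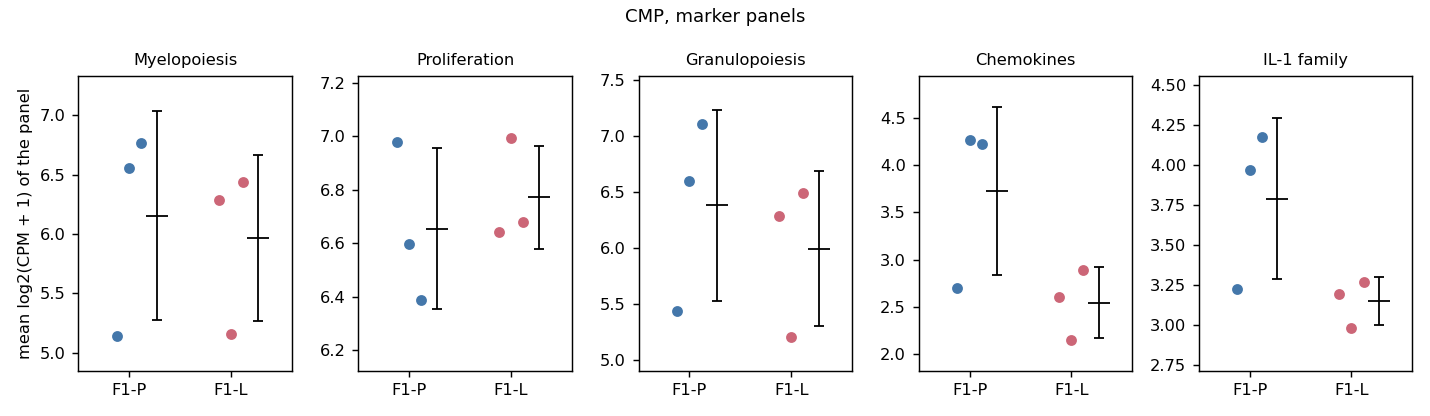
Mean log2(CPM + 1) of each gene panel in CMPs, with 1 point per sample (n = 3 per group) and the mean with its SD in black beside the points. The vertical scales differ between panels. The F1-L and F1-P samples overlap in all 5 panels, and in the chemokine panel F1-P replicate 1, at 2.70, lies with the F1-L samples (mean 2.55) and apart from the other F1-P samples.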

Collectively, these results suggest differentiation arrest at the level of myeloid progenitors.

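Across the CMP panels, the median log2 fold change between F1-L and F1-P was negative for myeloid, granulocytic, chemokine and IL-1 genes and 0.13 for proliferation, and in no panel were all F1-L samples on one side of all F1-P samples. From its results on CMPs, which include the progenitor frequencies by flow cytometry beside the expression data, the paper proposes that differentiation is arrested at the level of myeloid progenitors.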

### Increased neutrophils in the lupus BM: evidence of ‘granulocytic priming’

In view of the differentiation arrest, we assumed that terminally differentiated cells may be decreased. However, neutrophils exhibited a 1.6-fold increase in the F1-L mice compared with F1-P, while there were comparable monocyte levels in BM (figure 4A, B). Ageing accounted for only an increase of 1.16-fold in neutrophils of control mice. In contrast, there was marked decrease of neutrophils in blood and spleen of F1-L mice (figure 4C, D, respectively), while monocytes did not differ significantly in the periphery (online supplementary figure 3A, B, respectively). Together these data suggest priming in the lupus BM towards neutrophils.

**Figure 4:**
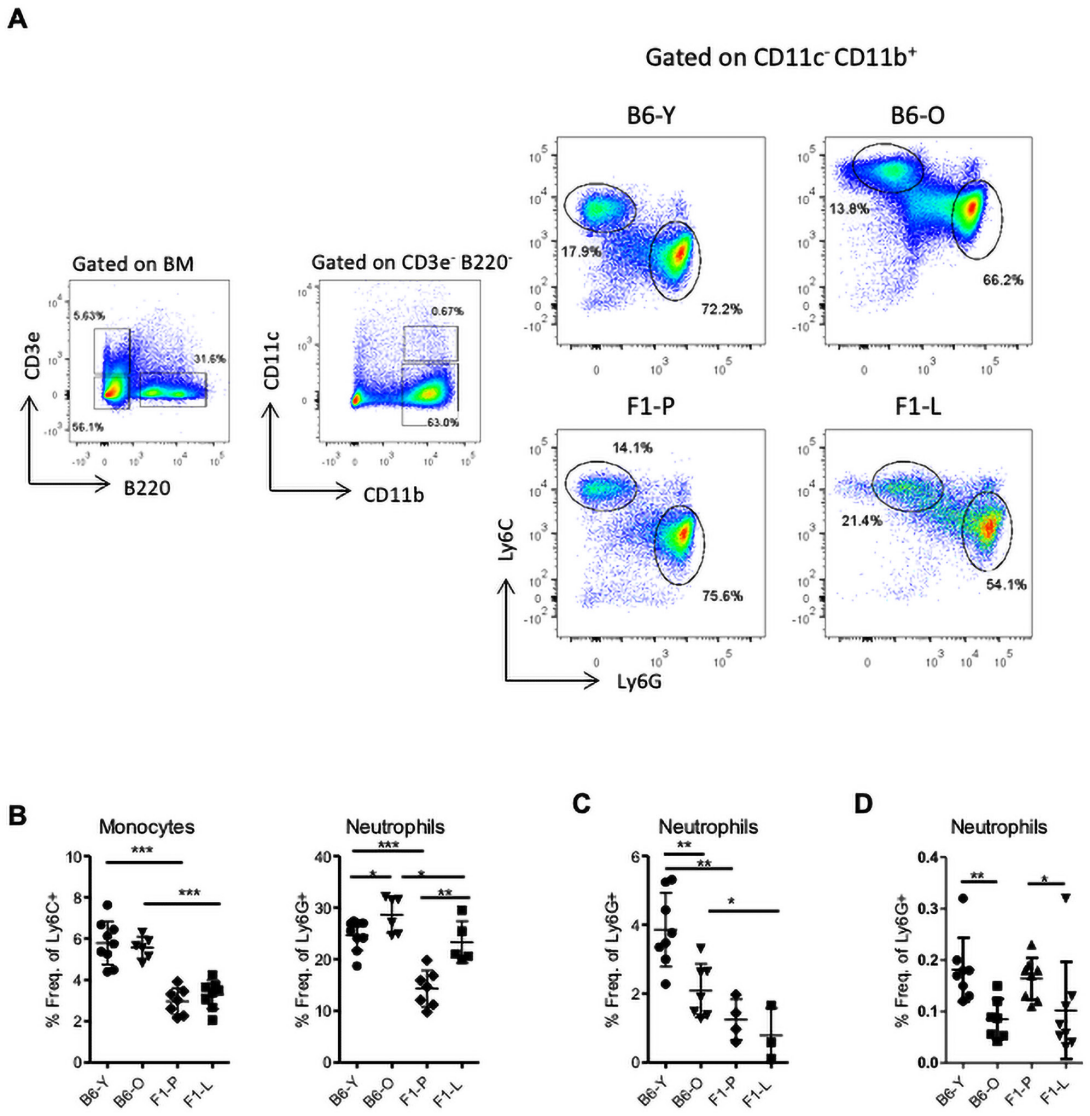
Neutrophils increase in the BM but decrease in the periphery of lupus mice. (A) Representative flow cytometry analysis of monocytes (CD3e^−^ B220^−^ CD11b^+^ Ly6C^+^) and neutrophils (CD3e^−^ B220^−^ CD11b^+^ Ly6G^+^) in BM of F1-P, F1-L and their age-matched C57BL/6 control mice. (B) Frequencies of monocytes and neutrophils in BM of F1-P, F1-L mice and their age-matched C57BL/6 control mice (n=6–11). (C) Frequencies of neutrophils in peripheral blood (n=3–8) and (D) spleen of F1-P, F1-L and their age-matched C57BL/6 control mice (n=6–10; *p≤0.05, **p≤0.01, ***p≤0.001). BM, bone marrow; F1-L, F1-lupus; F1-P, F1-prediseased.

### Deregulation of differentiation of primed HSPCs indicates an alternative granulopoiesis pathway in lupus mice

To investigate how ‘granulocytic priming’ evolves during differentiation of haematopoiesis, we performed a comparative analysis between LSK and CMP transcriptomes. We used Regulatory Network Enrichment Analysis (RNEA) algorithm^33^ to report enrichment of transcription factors and regulators by combining previous studies with our data. 

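Supplemental Figure 4B lists Hoxb5, Gata2, Fcer1a, Csrp3, Bcl6, Alox15, Cebpe, Cebpd, Nfam1, Il6, Pax5, Ebf1 and Lef1, of which 11 were expressed enough to be tested in each of LSK and CMPs. In LSK, 8 were higher and 3 lower in F1-L, with log2 fold changes from −1.69 to 2.53 and a median of 1.07. Of these, 8 had an unadjusted p below 0.05, 7 higher and 1 lower. In CMPs, 3 were higher and 8 lower in F1-L, from −2.97 to 1.10 with a median of −1.22, and again 8 had an unadjusted p below 0.05, 3 higher and 5 lower. In limma the adjustment over all genes left 0 in either cell type, and the adjustment over the list alone left 7 in LSK and 6 in CMPs. edgeR's likelihood ratio test called 6 in LSK, all higher, and 5 in CMPs, 1 higher and 4 lower. DESeq2 called 6 in LSK, all higher, and 6 in CMPs, 1 higher and 5 lower. The quasi-likelihood test called 0 in either cell type. All F1-L samples were above all F1-P samples for 7 genes in LSK and 2 in CMPs, and below them for 0 in LSK and 4 in CMPs, where chance gives 10% of genes with 3 against 3. The list comes from the paper's own comparison of these samples, so these counts are no independent test of it.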

We identified 13 common differentially expressed transcription factors and regulators (online supplementary figure 4A), predominantly downregulated in the F1-L CMP stage (online supplementary figure 4B), mainly of myeloid and granulocytic differentiation. Therefore, we looked into expression of major regulators of granulocytic and neutrophilic differentiation, such as *Cebpα*, *Cebpe*, *Irf8*, *Mpo* and *Elane*, and found them upregulated in F1-L LSK while downregulated in F1-L CMPs (online supplementary figure 4C). 

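In LSK, Cebpe had a CPM of 24.1 ± 19.3 (SD, n = 3) in F1-L and 3.04 ± 2.85 in F1-P, a log2 fold change of 2.53 (SE 0.69, adjusted p = 0.21 in limma), and Cebpa was higher as well. Cebpe and Cebpa passed the thresholds in LSK with edgeR's likelihood ratio test and with DESeq2, but not with the quasi-likelihood test. Irf8 on chromosome 8 (120736358 to 120756694, GRCm38) had a CPM of 293 ± 162 in F1-L and 197 ± 18.7 in F1-P (log2 fold change 0.35, SE 0.478, adjusted p = 0.83). Mpo, the myeloperoxidase gene on chromosome 11 (87793581 to 87804413), had 977 ± 552 and 612 ± 484 (log2 fold change 0.76, SE 0.684, adjusted p = 0.723). Elane, the neutrophil elastase gene on chromosome 10 (79886247 to 79888215), had 171 ± 77.8 and 80.8 ± 112 (log2 fold change 2.08, SE 1.02, adjusted p = 0.463). The groups overlapped for Irf8, Mpo and Elane and did not overlap for Cebpa and Cebpe. In CMPs, the CPM of Cebpa was 50.9 ± 25.5 in F1-L and 51.0 ± 29.7 in F1-P, a log2 fold change of 0.03 (SE 0.542, adjusted p = 0.989) whose sign changed when single replicates were left out. The log2 fold change in CMPs was −0.58 (SE 0.48, adjusted p = 0.705) for Irf8, −0.31 (SE 0.526, adjusted p = 0.849) for Mpo and −0.33 (SE 0.581, adjusted p = 0.855) for Elane, all with overlapping groups. Mpo and Elane also changed sign in CMPs when F1-L replicate 2 was left out. Of the 14 genes of Supplemental Figure 4C, 13 were higher in F1-L LSK and 11 were lower in F1-L CMPs, and 11 were both. The likelihood ratio test and DESeq2 each called 7 of the 14 higher in LSK. In CMPs each called 1, Gata2, which was higher, and 0 lower. In 0 of the 14 genes were the groups apart in opposite directions in the 2 cell types, and Gata2 was higher in F1-L in both. The tables of LSK and CMPs were normalized separately, and the difference between the cell types was not tested.

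**Figure D3:**
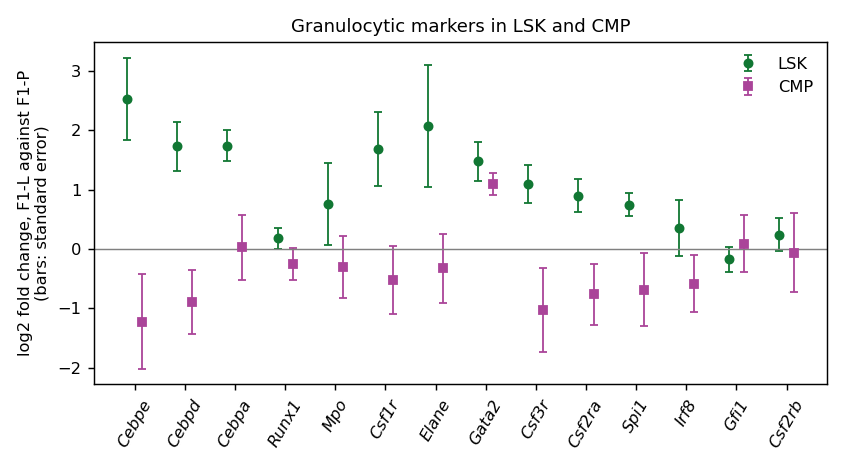
Log2 fold change between F1-L and F1-P of the 14 granulocytic markers of Supplemental Figure 4C in LSK (circles) and CMPs (squares), with the standard error of limma's fit as bars (n = 3 per group in each cell type). In LSK 13 of the 14 points lie above 0, up to 2.53 for Cebpe, and in CMPs 11 lie below 0, down to −1.22 for Cebpe.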

Collectively, these data indicate a deregulation of differentiation at the CMP level and ‘priming’ of LSK towards granulocytes, indicative of an *alternative granulopoiesis pathway*.

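Over the 12627 genes tested in both cell types, 17.3% were higher in F1-L LSK and lower in F1-L CMPs. The log2 fold changes in LSK and CMPs had a Pearson correlation of −0.06 and a Spearman correlation of 0.23 across genes, which are not independent replicates. From regulators of granulocytic differentiation that were higher in F1-L LSK and lower in F1-L CMPs, the paper proposes that differentiation is deregulated at the CMP level and that LSK are primed towards granulocytes, as in an alternative pathway of granulopoiesis.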

### Human SLE CD34^+^ transcriptome demonstrates active proliferation and myeloid skewing

We next asked whether we could trace the ‘lupus LSK signature’ in human disease. To this end, we purified CD34^+^ cells from BM of female patients with SLE 34 35 (online supplementary tables 1 and 5) and HC. In humans, the CD34^+^ compartment comprises a cluster of 0.5%–2.0% of BM, which encompasses both stem and progenitor cells of different lineages.^36^ We identified 2364 DEGs between patients with SLE and HC, which contained 832 upregulated and 1532 downregulated genes (online supplementary table 2). Enriched GO terms per cluster include extracellular vesicle-mediated signalling in recipient (blue); myeloid leucocyte migration and chemokine signalling pathway (turquoise); integrin-mediated signalling and regulation of cell–cell adhesion (red); antigen processing and presentation, autoimmunity and abnormal inflammatory response (green); and cell surface receptor signalling pathway (yellow) (figure 5A). Lymphoid markers were downregulated in SLE, while expression of myeloid markers exhibited considerable variation within the patients. Combining these two panels, we found that early haematopoiesis in humans is characterised by skewing towards myeloid lineage (figure 5B). SLE CD34^+^ cells exhibited enhanced proliferation (figure 5B), while GSEA indicates a positive correlation with ‘activation of ATR in response to replication stress’, ‘cell cycle’ and ‘DNA-dependent DNA replication’ sets (figure 5C and online supplementary table 4). In view of enhanced proliferation,^37^ γ-H2AX was assessed to check if CD34^+^ cells are in proliferative stress; indeed, SLE HSPCs exhibited increased double-strand DNA breaks (figure 5D). Collectively, CD34^+^ cells of patients with SLE exhibited enhanced proliferation with increased DNA damage and unbalanced differentiation towards myeloid axis.

10.1136/annrheumdis-2019-215782.supp4 Supplementary data

**Figure 5:**
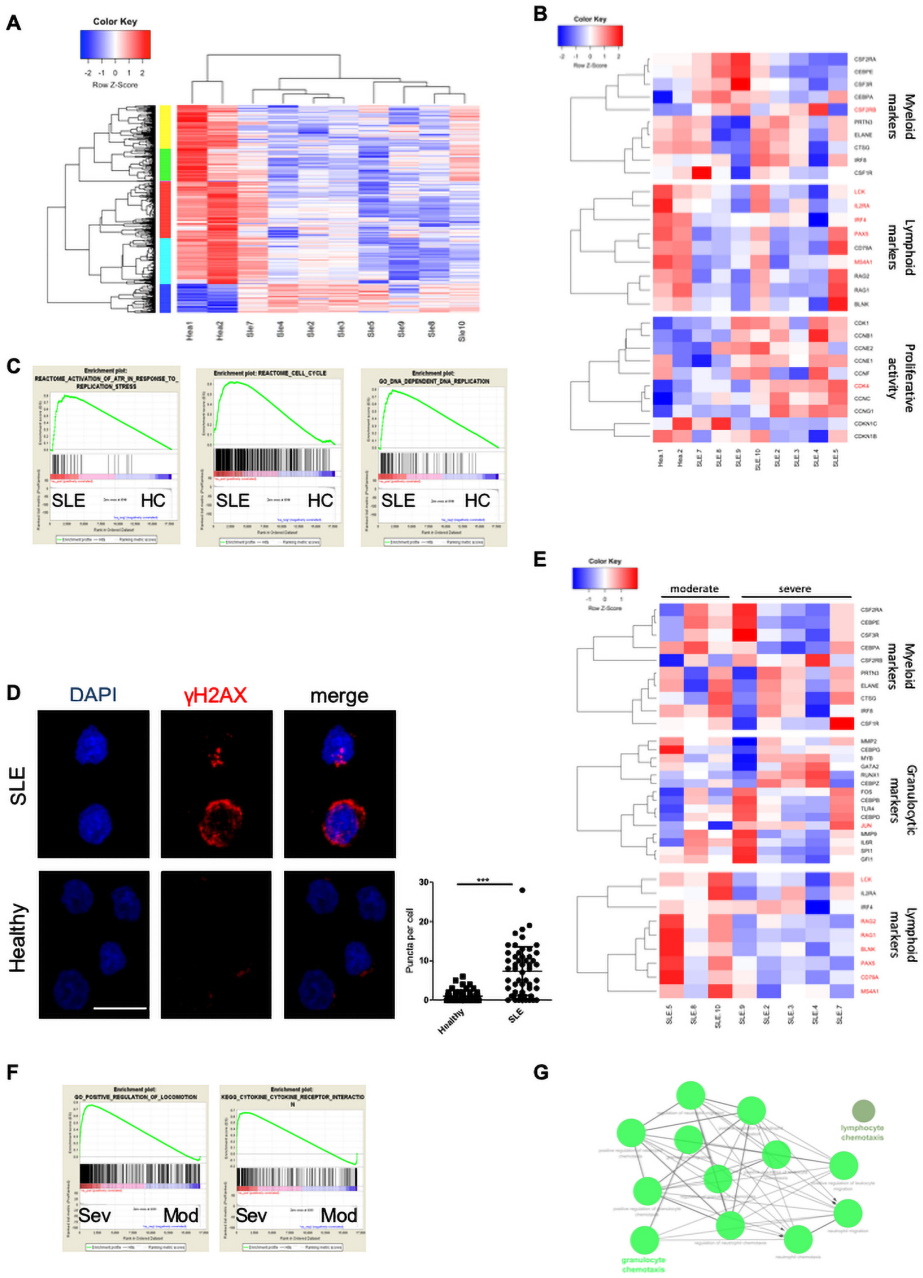
RNA sequencing of human CD34^+^ cells in patients with SLE suggests active proliferation with myeloid skewing. (A) Heatmap of DEGs in CD34^+^ cells isolated from BM of patients with SLE (n=8) and HC (n=2). (B) Heatmaps of genes related to myelopoiesis, lymphopoiesis and proliferation in patients with SLE and HC. Genes with p<0.05 are marked in red. (C) GSEA plot showing the enrichment of ‘reactome: activation of ATR in response to replication stress’ (NES 1.73, FDR 0.056), ‘reactome: cell cycle’ (NES 1.81, FDR 0.002), ‘GO DNA dependent DNA replication’ (NES 2.03, FDR<0.001) gene sets in CD34^+^ patient with SLE samples. (D) Representative confocal microscopy images for γ-H2AX (red) and DAPI (blue), and γ-H2AX puncta/cell in CD34^+^ cells from BM of patients with SLE (n=3) and HC (n=2) (Leica TCS SP5 63x, Scale bar: 10 µM). One representative experiment is shown. Results are mean±SEM. Statistical significance was obtained by unpaired Student’s t-test (*p≤0.05, **p≤0.01, ***p≤0.001). (E) Heatmaps of genes associated with myeloid, lymphoid and granulocytic markers in CD34^+^ cells isolated from BM of SLE with Mod (n=3) and Sev (n=5) disease. Genes with p<0.05 are marked in red. (F) GSEA plot showing the enrichment of ‘GO Positive regulation of locomotion’ (NES 1.58, FDR 0.0053) and ‘KEGG cytokine-cytokine receptor interaction’ (NES 1.30, FDR 0.042) gene sets in CD34^+^ SLE Sev patients. (H) Network of the upregulated genes associated with migration and chemotaxis of granulocytes and neutrophils using ClueGo plug-in in Cytoscape. BM, bone marrow; DAPI, 4′,6-diamidino-2-phenylindole; DEG, differentially expressed gene; FDR, false discovery rate; GSEA, gene set enrichment analysis; HC, healthy control; Mod, moderate; Sev, severe; SLE, systemic lupus erythematosus.

Subgroup analysis showed that patients with SLE with both severe and moderate disease (online supplementary figure 6) showed variable expression of myeloid markers (figure 5E). Notably, expression of specific markers for granulopoiesis, such as *CEBPZ*, *CEBPD*, *GATA2*, was increased in a subgroup of patients with severe SLE compared with those with moderate disease (figure 5E), a result consistent with our findings in murine lupus LSK. GSEA revealed a positive correlation with ‘cytokine–cytokine receptor interaction’ and ‘positive regulation of locomotion’ sets in patients with severe SLE (figure 5F and online supplementary table 4). Enrichment analysis using upregulated genes in severe SLE revealed an over-representation of chemotaxis and migration of granulocytes and neutrophilic GO terms (figure 5G). Together, HSPCs are activated and more proliferative in patients with SLE compared with HC with a distinct transcriptional differentiation profile in patients with severe disease.

### Comparison of human lupus CD34^+^ with murine lupus CMP transcriptome reveals common attributes with evidence of arrest at the progenitor stage

Next, we compared human CD34^+^ transcriptome to LSK and CMP data.^38^ We found a significant overlap of LSK DEGs (6.7%) and CMPs DEGs (8.5%) with the human CD34^+^ DEGs (representation factor (RF)=3.2, p<2.7×10^−29^ and RF=4, p<4.7×10^−18^, respectively) (figure 6A, B). The majority of shared DEGs (26) between mouse LSK and human CD34^+^ cells were downregulated in patients with human SLE, but not in murine lupus (figure 6C). However, the expression of common DEGs (54) between mouse CMPs and human CD34^+^ cells exhibited commonalities (figure 6D). Thus, the SLE CD34^+^ transcriptomic profile is more reminiscent of murine lupus CMPs than murine lupus LSK. This is likely due to the fact that the haematopoietic stem cell signature might be diluted within the heterogeneous CD34^+^ population in humans.^39^

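The mouse panel of Figure 6C has 19 gene labels that could be read (Esam, Clu, Gp5, Gata2, Selp, Tmem40, Rgs18, Bgn, Gp9, Fhl1, Mmrn1, Tuba8, Cd9, Chad, Kcnt1, Dnah2, Prom1, Rasal1 and Mrvi1). In LSK, 17 of them were higher and 2 lower in F1-L than in F1-P, with log2 fold changes from −1.38 to 2.24 and a median of 1.11. For all 19 the F1-L samples lay on one side of the F1-P samples, where chance gives 10% of genes, and the unadjusted p was below 0.05 in limma. None passed the adjustment over all genes, and 19 passed it over the list alone, which holds the paper's own calls on these samples. With edgeR's likelihood ratio test and with DESeq2, 18 of the 19 passed the thresholds, 16 higher and 2 lower in F1-L. Several of these genes (Gp5, Gp9 and Selp among them) are expressed in megakaryocytes and platelets, and a panel of 11 megakaryocyte and platelet markers, which holds Gp5 and Gp9 itself, had a mean of 4.26 ± 0.41 (log2(CPM + 1), SD, n = 3) in F1-L LSK and 3.11 ± 0.22 in F1-P (exact permutation test, two-sided p = 0.1). In C57BL/6 LSK the megakaryocyte and platelet panel was 4.40 to 4.55 in the B6-O samples and 3.53 to 3.85 in the B6-Y samples. Part of its rise in F1-L may therefore go with age, which was not tested for this panel. The human samples were not analysed here.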

**Figure 6:**
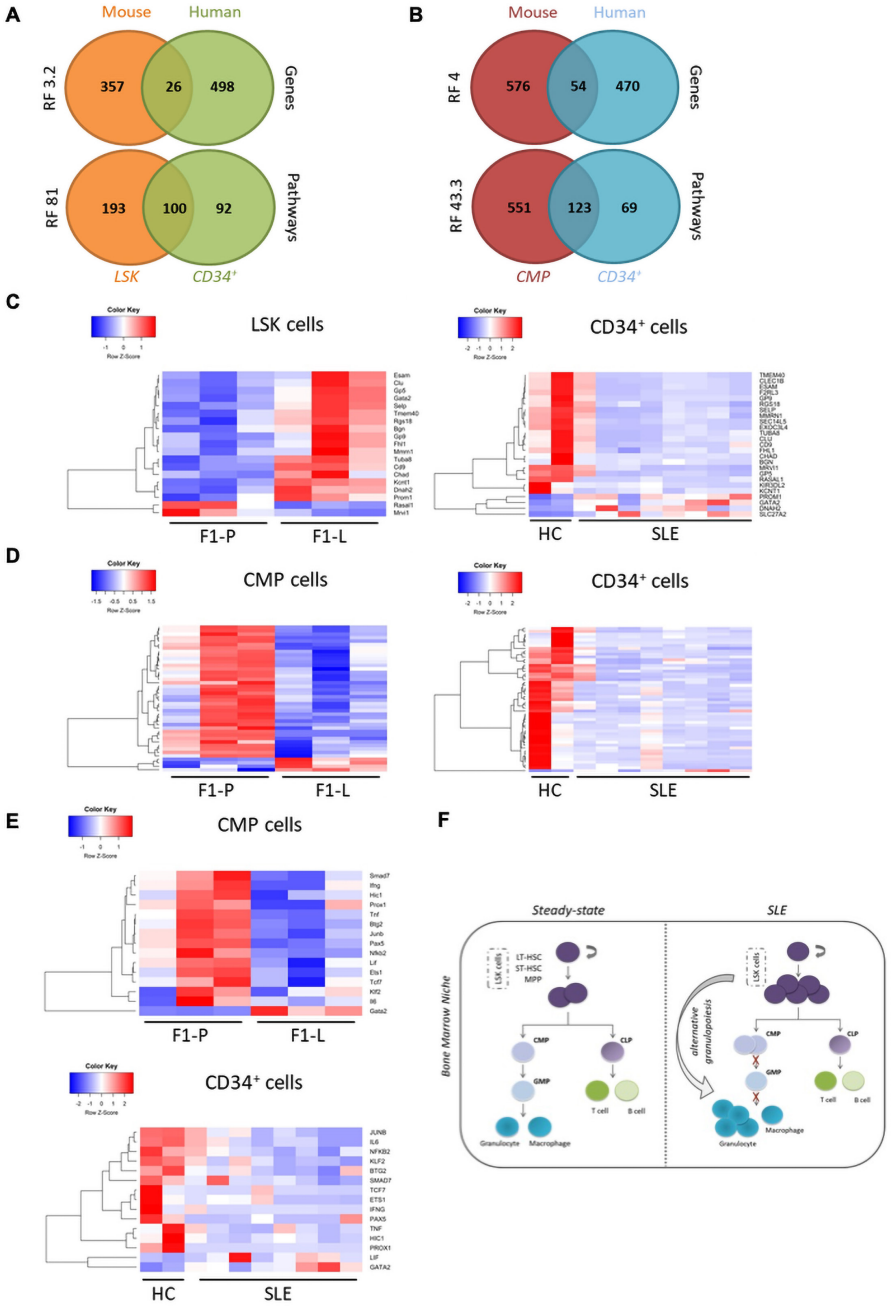
Comparison at the transcriptome level of human lupus CD34^+^ with murine lupus LSK and CMP reveals common attributes with evidence of arrest at the progenitor stage. (A) Venn diagrams showing the overlap between significant DEGs and the respective enriched GO terms and pathways in human CD34^+^ and mouse LSK. (B) Venn diagrams showing the overlap between significantly DEGs and the respective enriched GO terms and pathways in human CD34^+^ and mouse CMP cells. (C) Heatmaps of 26 common DEGs in murine LSK (left panel) and human CD34^+^ cells (right panel). (D) Heatmaps of 54 common DEGs in murine CMP cells (left panel) and human CD34^+^ cells (right panel). (E) Heatmaps of the enriched transcription factors and regulators in murine CMP cells (left panel) and CD34^+^ cells based on RNEA algorithm (right panel). (F) Proposed model of alternative granulopoiesis in SLE. LSK in SLE are predefined to differentiate towards the granulocytic lineage by skipping the CMP and GMP stages of the haematopoietic lineage. CLP, common lymphoid progenitor; CMP, committed myeloid progenitor; DEG, differentially expressed gene; HC, healthy control; LSK, Lin^−^Sca-1^+^c-Kit^+^; LT-HSC, long erm-hematopoietic stem cell; tSLE, systemic lupus erythematosus; MPP, multipotent progenitor cell; RNEA, Regulatory Network Enrichment AnalysisST-HSC, short term-hematopoietic stem cell.

At pathway level, the overlap between mouse and human data was more prominent. Compared with gene-level results, there was a fivefold higher representation of the enriched pathways in LSK and a twofold higher representation of the enriched pathways in CMPs (RF=81, p<6.8×10^−172^, and RF=43.3, p<4.8×10^−178^, respectively), which were also found enriched in human HSPCs (figure 6A, B). Key pathways such as cell activation, regulation of cell differentiation, immune system development and leucocyte migration were shared. Using RNEA, we found 15 suppressed regulators in both lupus CMPs and CD34^+^ SLE cells. Among them, there were significant disease-specific effectors such as IFNγ and IL-6, as well as regulators for the homeostasis–differentiation balance of stem cells like Lif, Ets1 and Pax5 (figure 6E).

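The mouse panel of Figure 6E has 15 regulators, of which 11 were expressed enough to be tested in CMPs. Of these, 10 were lower and 1, Gata2, was higher in F1-L, with log2 fold changes from −2.97 to 1.10 and a median of −1.37. In limma 9 had an unadjusted p below 0.05 (8 lower and 1 higher), 0 passed the adjustment over all genes and 9 over the list alone, which comes from the paper's own comparison. Ifng and Il6 fell under the filter. Ifng had 0 to 1 reads in the F1-L samples and 1 to 8 in the F1-P samples. Il6 had 3 to 5 reads in F1-L and 2, 44 and 13 in the 3 F1-P samples. In edgeR's likelihood ratio test without a filter, a setting chosen after seeing the data, the log2 fold change was −2.98 for Ifng and −1.98 for Il6, and neither passed the thresholds. Lif on chromosome 11 (4257557 to 4272514, GRCm38) fell from a CPM of 4.49 ± 1.85 (SD, n = 3) to 1.12 ± 0.741 (log2 fold change −1.37, SE 0.371, adjusted p = 0.394 in limma). Ets1 on chromosome 9 (32636221 to 32757820) fell from 46.1 ± 24.3 to 13.9 ± 4.95 (log2 fold change −1.54, SE 0.511, adjusted p = 0.455). Pax5, a B cell transcription factor on chromosome 4 (44524757 to 44710487), fell from 25.6 ± 14.2 to 2.02 ± 0.855 (log2 fold change −2.97, SE 0.513, adjusted p = 0.352). In these 3 genes every F1-L sample was below every F1-P sample. With edgeR's likelihood ratio test 9 of the regulators passed the thresholds, 8 lower and Gata2 higher, with Lif, Ets1 and Pax5 among them. DESeq2 called 8, 7 lower and Gata2 higher, and not Lif. B cell markers as a panel, Pax5 included, had a mean of 1.27 ± 0.41 in F1-L CMPs and 3.73 ± 1.10 in F1-P.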

Collectively, human CD34^+^ cells from patients with SLE display more commonalities in their transcripthmic profile with murine lupus CMPs rather than LSK. This comparison indicates an arrest at the progenitor level both in murine and human lupus haematopoiesis as important regulators for terminal differentiation are downregulated.

## Discussion

Blood and immune cells derive from HSPCs, which reside in the BM in quiescent state, being ready to respond to stress, such as severe infection, systemic inflammation or iatrogenic myeloablation.^40^ Recent data suggest significant heterogeneity within the HSPCs with evidence of early lineage segregation, lineage-biassed existence and containment of lineage-restricted progenitors.^41^ These lineage-biassed and lineage-restricted cells within the phenotypical HSPC compartment might serve as an emergency backup for stress conditions, capable of efficiently and specifically counterbalance the sudden loss of a particular lineage. Herein, we provide evidence of dysregulated differentiation during haematopoiesis in SLE. Transcriptomic data demonstrate enhanced activation and differentiation preference towards myeloid/granulocytic lineage after disease onset. NZBW/F1 exhibit detectable levels of type I IFN compared with other SLE mouse models.^42^ We show that, indeed, IFN signature is present in the NZBW/F1 model and that lupus HSPCs can sense and respond to IFN. Chronic activation of the IFN-α pathway in HSPCs impairs their function, whereas acute IFN-α treatment promotes the proliferation of dormant HSPCs.^43^

Our flow cytometric analysis revealed enhanced proliferation of LSK in lupus mice and increase in their subpopulations. This finding is consistent with findings by Niu *et al* 7 in a congenic lupus model where they found a genetic polymorphism on the *Cdkn2c* gene related to cell cycle. In the context of stem cell proliferation and activation, Walter *et al* 37 showed direct response of HSPCs by exiting quiescence with concomitant DNA damage. In agreement to this, lupus LSK had more DNA damage compared with their controls, which could be detrimental for their maintenance and self-renewal. Pronounced cell cycle entry and consequent proliferative stress may result in impaired HSC self-renewal potential.^44 45^

To confirm the transcriptomic results on LSK differentiation, we profiled CMPs. Physiological myelopoiesis evolves through MPPs to lineage-restricted CMPs and then converges to GMPs.^46^ Phenotypical analysis of progenitors showed increased frequency of CMPs but decreased frequency of GMPs, as evidenced in RNA sequencing by ‘silencing’ of differentiation after the CMP stage. Myeloid skewing is, in part, expected due to inflammation and ageing,^47^ both operant in our model. Our results suggest ‘priming’ of LSK with a pronounced ‘myeloid/granulocytic signature’ but downregulation as the differentiation evolves towards canonical myelopoiesis (figure 6F).

Increased neutrophils in lupus BM suggest deregulation of homeostatic mechanisms in the level of CMPs with priming of LSK towards the granulocytic differentiation at the expense of lymphopoiesis. These results are consistent with our earlier findings of strong granulopoiesis signature in the BM by using DNA arrays.^9^ Priming of LSK highly correlates with the signature of HSPCs after ‘training’ with β-glucan^11^ (online supplementary figure 3), strongly indicating that ‘SLE inflammatory milieu’ promotes the immune training memory of BM progenitor cells. Accordingly, we found differentially methylated regions from lupus HSPCs overlapping with transcription factor binding sites relevant to haematopoietic development, including *Cebpα* (*data not shown*). Innate immune memory, while beneficial to host defence against pathogens, could also lead to maladaptation of the immune system in chronic inflammation, leading to perpetuation of chronic inflammatory disorders and predisposing to flares in response to environmental stimuli such as infections or stress.^48^

Myeloid cells are crucial for disease progression. In the periphery of lupus mice, we found increased circulating LSK but decreased neutrophils. This could be due to either extensive destruction of neutrophils in the periphery or migration to target tissues. This might act as a positive feedback loop where an inflammatory environment triggers priming and exit of HSPCs to periphery, driving them to increased myeloid output, which in turn circulates and perpetuates the inflammation as proposed by Oduro *et al* 14 in an arthritis mouse model. It is conceivable that neutrophils may migrate to the inflamed tissues, hence their relative paucity in the periphery. The release of neutrophil extracellular traps represents a novel neutrophil effector function contributing to thromboinflammation and fibrosis in SLE.^49^

It has been assumed that various blood cell lineages arise via a hierarchical scheme—starting with HSPCs—and that their differentiation potential becomes increasingly restricted through oligopotent and then unipotent progenitors. However, recent work suggests a developmental shift to an adult ‘two-tier’ hierarchy whereby HSPCs can generate restricted subsets of terminally differentiated progeny, bypassing the stepwise progression through common progenitor stage.^50^ Yammamoto *et al* 51 proposed a revised model of haematopoietic differentiation with the existence of progenitors within the HSPC compartment, mostly myeloid-committed ones. Our results are in agreement with this model. It is reasonable to assume that SLE LSK are already predefined to differentiate towards granulocytic lineage, creating an alternative granulopoiesis pathway in the haematopoietic tree (figure 6F). In parallel, differentiation arrest at the intermediate stage of CMPs blocks flow of haematopoiesis towards GMPs.

In summary, we have presented evidence for deregulation of granulopoiesis and priming of HSPCs, which may contribute to persistent inflammation in SLE and risk of flare once the disease is in remission. Myeloid skewing of HSPCs, associated with epigenetic tinkering, is also typical of HSPCs during ageing,^51 52^ contributing to decreased adaptive immunity and enhanced cardiovascular mortality of the elderly population.^53–55^ Re-establishment of the appropriate lymphoid versus myeloid balance in systemic autoimmune diseases may improve immune function, decreasing risk of infection or atherosclerosis and resolution of inflammation.

# Supplementary material for: Transcriptome reprogramming and myeloid skewing in haematopoietic stem and progenitor cells in systemic lupus erythematosus
**Source:** Ann Rheum Dis. 2019 Nov 28;79(2):242–53. doi: 10.1136/annrheumdis-2019-215782
**Supplement:** Supplementary data

Supplemental material

Supplemental Figures

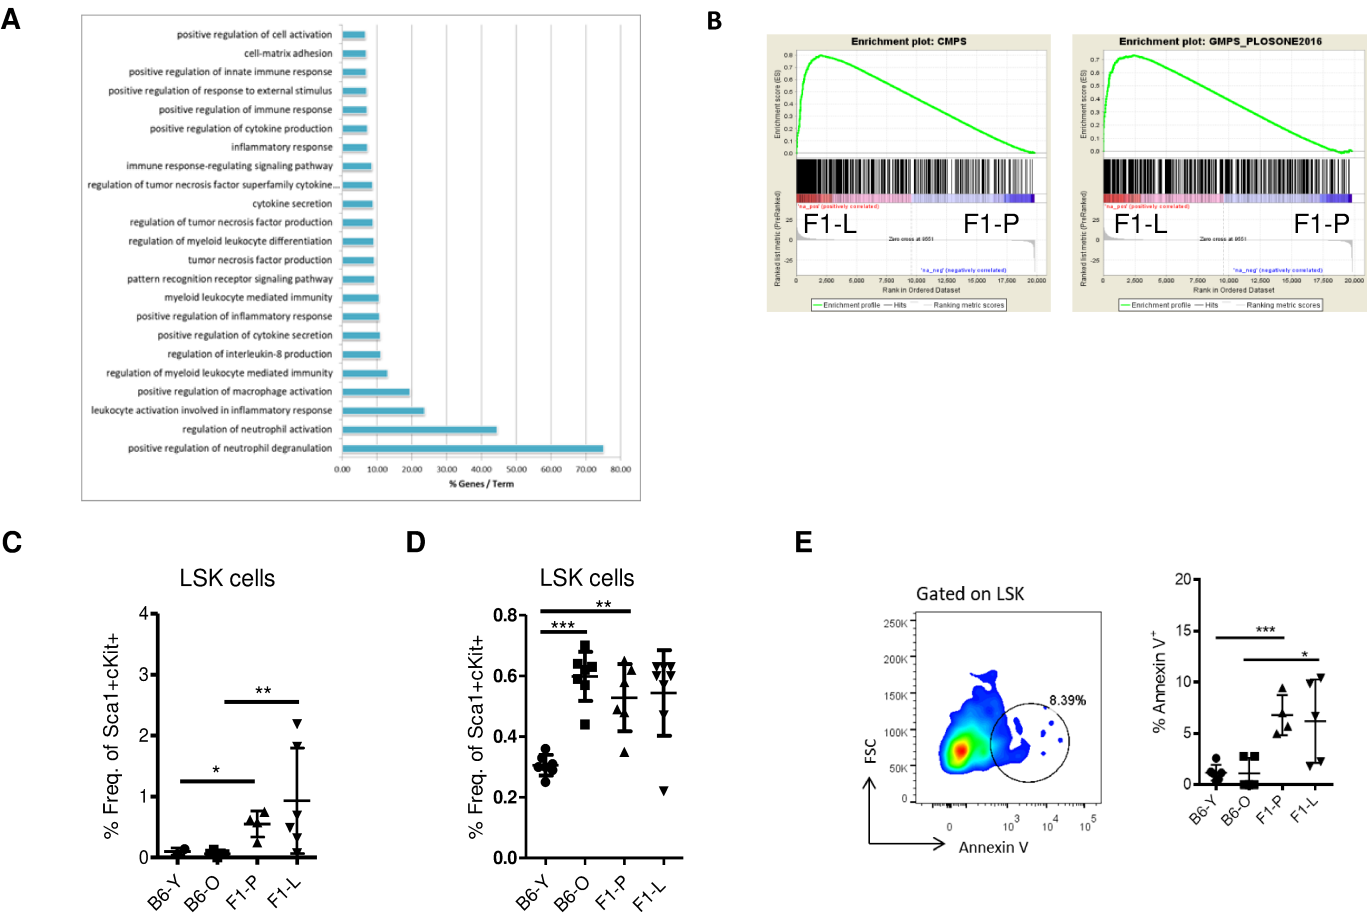

**Supplemental Figure 1. Transcriptional and phenotypic profiling of murine LSK cells demonstrates activation of lupus LSK both in the bone marrow and periphery**  
(A) Gene ontology and pathway analysis of DEGs in BM-derived LSK cells between F1-P and F1-L mice using ClueGo plug-in in Cytoscape. (B) GSEA plot showing the enrichment of CMP signature (NES 1.66, FDR<0.001) and GMP signature (NES 1.52, FDR <0.001) genes in LSK F1-L transcriptome. (C) Frequencies of LSK in peripheral blood ( $n=2-6$ ) and (D) spleen ( $n=6-10$ ) of pre-diseased NZB/W F1, lupus NZB/W F1 and their age-matched C57BL/6 control mice. (E) Representative flow cytometry apoptosis analysis of BM-derived LSK cells and frequencies of Annexin V<sup>+</sup> cells ( $n=4-6$ , \* $P\leq 0.05$ , \*\* $P\leq 0.01$ , \*\*\* $P\leq 0.001$ ).

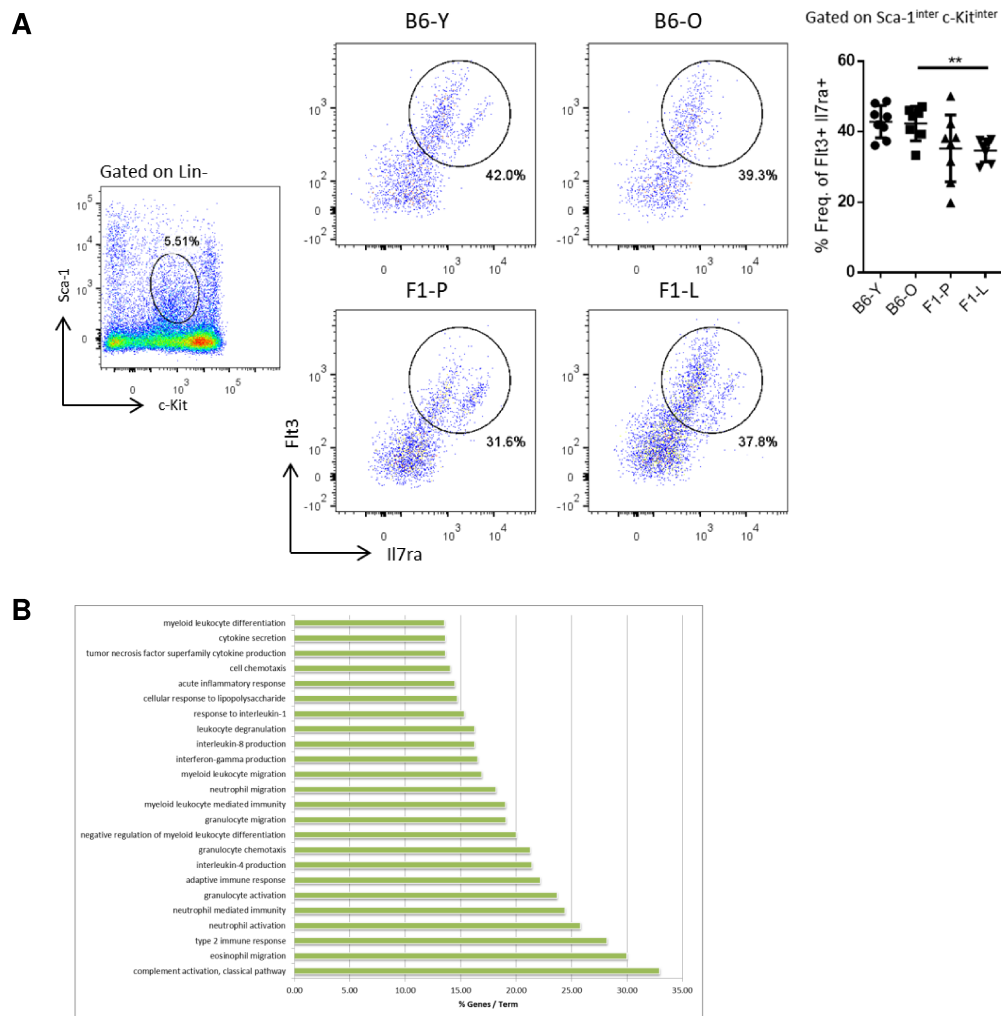

### Supplemental Figure 2.

(A) Representative flow cytometry analysis and frequencies of BM-derived committed lymphoid progenitors (CLP) ( $\text{Lin}^- \text{Sca-1}^{\text{inter}} \text{c-Kit}^{\text{inter}} \text{Flt3}^+ \text{Il7ra}^+$ ) of F1-P, F1-L and their age-matched C57BL/6 control mice ( $n=8-10$ ,  $*P \leq 0.05$ ,  $**P \leq 0.01$ ,  $***P \leq 0.001$ ). (B) Gene ontology and pathway analysis of DEGs between BM-derived CMP cells F1-P and F1-L mice using ClueGo plug-in in Cytoscape.

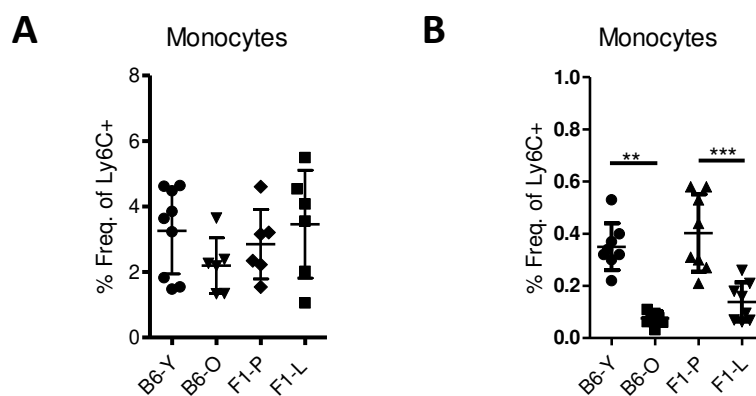

**Supplemental Figure 3. Phenotypic analysis of monocytes in the bone marrow and in the periphery of lupus mice**

(A) Frequencies of monocytes in peripheral blood and (B) spleen of pre-diseased NZB/W F1, lupus NZB/W F1 and their age-matched C57BL/6 control mice (n=6-10, \*P≤0.05, \*\*P≤0.01, \*\*\*P≤0.001).

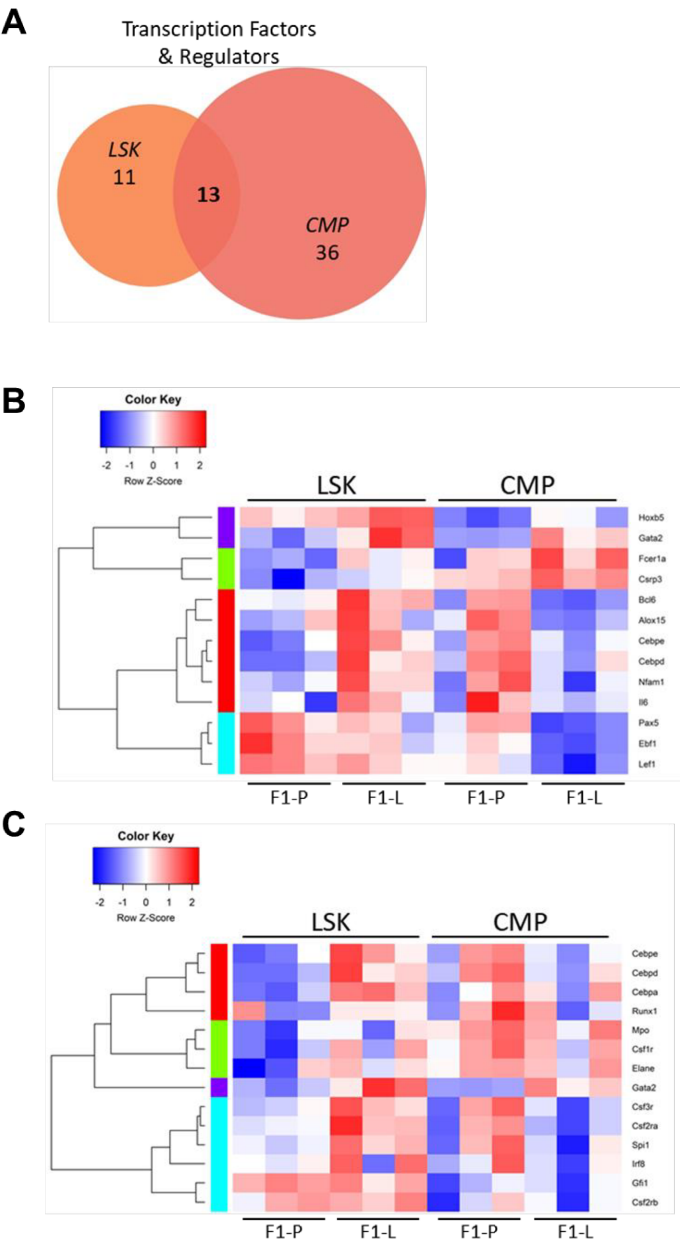

**Supplemental Figure 4. Lupus LSK are programmed towards granulocytic differentiation.**  
(A) Venn diagram of the deregulated transcription factors and regulators of LSK and CMP in BM of F1-P and F1-L mice based on RNEA algorithm. (B) Heatmap of the common deregulated factors of LSK and CMP in BM of F1-P and F1-L mice. (C) Heatmap of differentially expressed granulocytic markers in BM-derived LSK and CMP cells of F1-P and F1-L mice.

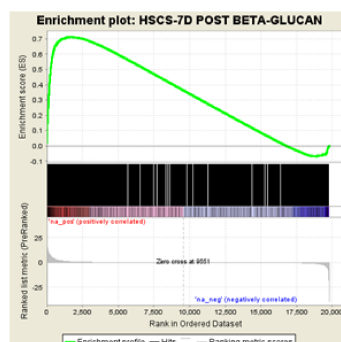

**Supplemental Figure 5. Trained immunity-like phenotype of F1-L LSK in the bone marrow.**

GSEA plot showing the enrichment of “HSCs 7 days post  $\beta$ -glucan’ (NES 1.50, FDR<0.001) gene set in LSK F1-L mice. Trained immunity signature of HSCs was adopted by Mitroulis et al.

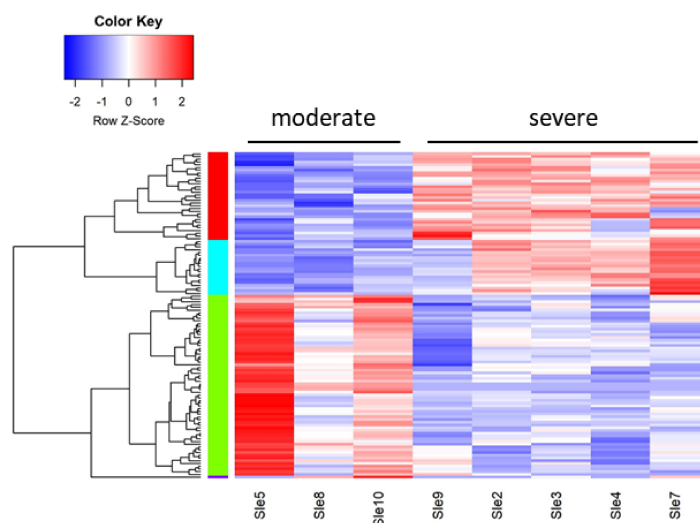

**Supplemental Figure 6. Heatmap of DEGs in CD34<sup>+</sup> cells isolated from BM of SLE with moderate ( $n=3$ ) and severe ( $n=5$ ) disease.**

**Supplemental Table 1**

| <b>Table 1. Clinical and demographic characteristics of SLE patients (n=8)</b> |                  |
|--------------------------------------------------------------------------------|------------------|
| Sex, female/male                                                               | 8/0              |
| Age, mean $\pm$ SD                                                             | 47.3 $\pm$ 16.02 |
| SLEDAI*(mean $\pm$ SD)                                                         | 8.12 $\pm$ 5.74  |
| Severity pattern                                                               |                  |
| Moderate SLE                                                                   | 3/8              |
| Severe SLE                                                                     | 5/8              |
| History of Immunosuppressive Therapy                                           | 6/8              |
| Nephritis                                                                      | 4 /8             |
| NPSLE*                                                                         | 1/8              |
| Serositis                                                                      | 3/8              |
| Arthritis                                                                      | 7/8              |
| Cytotoxic therapy                                                              | 3/8              |
| Corticosteroids                                                                | 5/8              |
| Hydroxychloroquine                                                             | 7/8              |

\*Footnote: SLEDAI, SLE disease activity index; NPSLE, neuropsychiatric SLE

**Supplemental Table 2. Lists of the Differentially Expressed Genes**

(1) DEGs between SLE patients and Healthy Controls in CD34<sup>+</sup> cells. (2) DEGs between SLE patients with severe and moderate disease in CD34<sup>+</sup> cells. 

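The paper's list of DEGs in LSK between F1-L and F1-P holds 478 genes, 376 with higher and 102 with lower expression in F1-L, and gives for each the log2 fold change, p-value and FDR from the authors' edgeR fit. Of these genes 389 passed the filter used here, and all 389 changed in the same direction in limma, 385 of them with an unadjusted p below 0.05 and 4 past the thresholds. Across these genes the log2 fold changes had a Pearson correlation of 0.97 with the paper's. With edgeR's likelihood ratio test on the recovered reads, 364 of the listed genes passed the thresholds when low genes were filtered and only the F1-L and F1-P samples entered the fit. With all 12 LSK samples in one fit and no filter, a setting chosen after seeing the data, 358 did, and the log2 fold changes differed from the paper's by a median of 0.000135.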

(3) DEGs in LSK cells between F1-Lupus and F1-Prediseased NZB/W F1 mice. 

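For LSK of F1-L and B6-O mice, 14381 genes were tested with limma, and 1667 passed the thresholds, 1128 higher and 539 lower in F1-L. At an unadjusted p below 0.05, 3950 genes differed. With each replicate left out in turn, between 448 and 2285 genes passed. The likelihood ratio test without a filter and with all 12 LSK samples in one fit, a setting chosen after seeing the data, called 3031. The part of the paper's list that was used here holds 1263 genes, 822 with higher and 441 with lower expression in F1-L. Of these 1075 passed the filter, all 1075 changed in the same direction in limma, 1068 had an unadjusted p below 0.05 and 798 passed the thresholds. In the fit of all 12 samples without a filter, 1208 of the 1263 genes passed. These groups differ in strain as well as in disease.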

(4) DEGs in LSK cells between F1-Lupus and B6-Old mice. (5) DEGs from CMP cells from F1-Lupus and F1-Prediseased NZB/W F1 mice.

**Supplemental Table 3. GSEA (using MSigDB Gene Set) on RNA-seq data from BM-derived LSK cells from NZB/W F1 pre-diseased and lupus mice.**

NAME is the gene set name; SIZE is the number of genes in the gene set after filtering out those genes not in the expression dataset; ES is the enrichment score for the gene set; NES is the normalized enrichment score that accounts for size differences in gene sets; NOM p-val is the nominal p-value of ES significance based on permutation test; FDR q-val is the False Discovery Rate; FWER p-val is the family-wise error rate; RANK AT MAX is the position in the ranked list at which the maximum running enrichment score occurred.

**Supplemental Table 4. GSEA (using MSigDB v6.1) on RNA-seq data from BM-derived CD34<sup>+</sup> cells from SLE patients and healthy controls, and patients with severe and moderate SLE.**

NAME is the gene set name; SIZE is the number of genes in the gene set after filtering out those genes not in the expression dataset; ES is the enrichment score for the gene set; NES is the normalized enrichment score that accounts for size differences in gene sets; NOM p-val is the nominal p-value of ES significance based on permutation test; FDR q-val is the False Discovery Rate; FWER p-val is the family-wise error rate; RANK AT MAX is the position in the ranked list at which the maximum running enrichment score occurred.

Supplemental Table 5. Detailed clinical and serological items for each SLE patient.

| Sample ID | Age | Proteinuria (mg) | Serum albumin levels (g/dl) | ANA titer | Anti-dsDNA & titer | C3/C4 levels | Nephritis     | NPSLE            | Serositis            | Arthritis | SLEDAI | Severity pattern | Medication at Bone Marrow Aspiration                  | Cumulative dose of Glucocorticoids over the last month | Past Immunosuppressive medication |
|-----------|-----|------------------|-----------------------------|-----------|--------------------|--------------|---------------|------------------|----------------------|-----------|--------|------------------|-------------------------------------------------------|--------------------------------------------------------|-----------------------------------|
| SLE.2     | 54  | 0                | 3                           | 1:640     | positive moderate  | low          | -             | -                | -                    | Yes       | 15     | Severe           | PRE (15mg), HCQ (400mg), CYC (6g)                     | 315 mg                                                 | AZA, MMF, RTX                     |
| SLE.3     | 62  | 0                | 4.5                         | 1:640     | positive low       | low          | -             | -                | -                    | Yes       | 5      | severe           | PRE (20mg)                                            | 3,935 mg                                               | RTX                               |
| SLE.4     | 82  | 2300             | 3.5                         | 1:160     | negative           | low          | +             | -                | +                    | Yes       | 14     | Severe           | PRE (15mg)                                            | 3,230 mg                                               | None                              |
| SLE.5     | 35  | 0                | 3.9                         | 1:1280    | negative           | low          | -             | -                | -                    | Yes       | 1      | Moderate         | HCQ (200mg)                                           | 0 mg                                                   | None                              |
| SLE.7     | 50  | 0                | 3.9                         | 1:1280    | positive low       | low          | History of LN | History of NPSLE | History of serositis | Yes       | 4      | Severe           | PRE (10mg), MMF (1g)                                  | 300 mg                                                 | CYC, AZA                          |
| SLE.8     | 28  | 0                | 4                           | 1:640     | negative           | low          | -             | -                | -                    | Yes       | 4      | Moderate         | HCQ (400mg)                                           | 0 mg                                                   | CYC, AZA                          |
| SLE.9     | 42  | 8800             | 3.5                         | 1:640     | positive high      | low          | +             |                  | +                    | Yes       | 15     | Severe           | HCQ (400mg), Rituximab (1g), CYC (500mg), HCQ (400mg) | 5,100 mg                                               | None                              |
| SLE.10    | 46  | 0                | 4.2                         | 1:80      | negative           | low          | -             | -                | -                    | Yes       | 8      | Moderate         | HCQ (400mg)                                           | 112 mg                                                 | None                              |

\*Footnote: AZA, Azathioprine; MMF, Mycophenolate Mofetil; RTX, Rituximab; CYC, Cyclophosphamide; PRE, Prednisone; HCQ, Hydroxychloroquine

## Materials and methods

### Flow cytometry

*For murine analysis* (catalog/clone): Ter119 (116206/TER-119), CD16/32 (101306/93, 101317/93), Gr1 (108406/RB6-8C5), B220 (103206/RA3-6B2), CD3e (100330,145-2C11), CD34 (119321/MEC14.7, 128608/HM34), IL7R $\alpha$  (121114/SB/199), CD135 (135313/A2F10), CD150 (115909/TC15-12F12.2), CD48 (103426/HM48-1), Sca-1 (122512/E13-161.7, 108127/D7), c-Kit (105808/2B8), Ly6G (127608/1A8), Ly6C (128032/HK1.4), CD11c (117318/N418), CD11b (101212/M1/70), Ki-67 (652422/16A8, 652425/16A8), Annexin V/Annexin V Binding Buffer (640917/422201), 7-AAD Viability Staining Solution (420404) (Biolegend). For cell cycle intracellular staining, cells were fixed and stained using the Foxp3 Fixation & Permeabilization Kit (Molecular Probes) according to the manufacturer's instructions. *For human analysis* (catalog/clone): CD34 (343606/561), CD38 (356605/HB-7), CD45RA (HI100/304106), CD90 (328123/5E10), CD49f (313624/GoH3), CD10 (312217/HI10a), CD123 (306017/6H6), CD127 (351316/A019D5), CD4 (317428/OKT4), CD8 (344714/SK1), CD66b (305118/G10F5), CD14 (HCD14/325604), CD16 (3G8/302056), CD19 (HIB19/302241), CD25 (BC96/302604), HLA-DR (L243/307618). For neutrophils characterization, peripheral blood post erythrolysis was used.

### Immunofluorescence

Cells were seeded in coverslips pretreated with poly-L-lysine (Sigma-Aldrich) for 15 minutes at 37°C and fixed with 4% paraformaldehyde (Sigma-Aldrich) for 15 minutes at room temperature. Cells were permeabilized by using 0.5% Triton-X 100 (Sigma-Aldrich), 2% BSA, stained with mouse anti-phospho-Histone H2A.X antibody (1:200; 05-636; Millipore), and incubated with Alexa Fluor 555 conjugated anti-mouse IgG (1:500; A28180; Invitrogen). DAPI staining (Sigma-Aldrich) was used for visualization of nuclei. Samples were coverslipped with mowiol and visualized using a  $\times 63$  oil lens in a Leica SP5 inverted confocal live cell imaging system. Numbers of  $\gamma$ -H2AX puncta/cell were calculated using a macro developed in Fiji software as previously described[1].

### Human subjects selection

Exclusion criteria included: a) intake of morning glucocorticoid and/or immunosuppressive treatment; b) recent (within the last month) treatment with pulse intravenous methylprednisolone or cyclophosphamide; c) pregnancy; d) active infection or malignancy; e) concomitant auto-inflammatory or rheumatic disease. Severity of SLE was based on British Isles Lupus Assessment Group (BILAG) score combined with physician assessment at any time during the course of the disease (group A manifestations defined as severe disease, group B as moderate disease and group C-E as mild disease)[2].

### RNA sequencing pipeline

Total RNA was extracted as described by manufacturer (NucleoSpin® RNA XS) and mRNA libraries were generated using the Illumina TruSeq Sample Preparation kit v2. Single-end 75-bp mRNA sequencing was performed on Illumina NextSeq 500. Quality of sequencing was assessed using FastQC software[3]. Raw reads in fastq format were collected and aligned to the mouse genome (mm10 version) and human genome (hg38 version) using STAR 2.6 algorithm[4]. Gene quantification was performed using HTSeq[5] and differential expression analysis was performed using edgeR package (glmFit model)[6] in R[7]. Heatmaps with hierarchical tree clustering and

boxplots were created in R with an in-house developed script which is based on ggplot package. Row tree cutting at height of 1.8 was used to obtain discrete clusters of genes with similar pattern of expression across samples. A set of specific gene signatures, which were manually curated from the literature, were retrieved from the RNA sequencing data. A signature was considered significant if >5% of genes had  $p < 0.05$ . Venn diagrams were created using Venny 2.1.0 online tool[8]. Human-mouse overlap was tested using an online tool based on normal approximation to the exact hypergeometric probability[9].

### Enrichment analysis

Significant differentially expressed genes (DEGs) were used for *pathway and gene ontology (GO) analysis* using g:Profiler web-server[10] and ClueGO plug-in in Cytoscape 3.7.0[11 12]. Immunological gene signatures were retrieved from GO-ImmuneSystemProcess-EBI-UniProt-GOA (ClueGO, updated on November 14, 2018). Statistically significant enriched pathways were considered those with Benjamini-Hochberg corrected  $p\text{-value} \leq 0.05$  (two-sided hypergeometric test). *Regulator and transcription factor enrichment* was performed using Regulatory Network Enrichment Analysis[13]. Statistically significant factors were considered those with  $FC \geq 1$  and  $p \leq 0.05$ . *Gene Set Enrichment Analysis (GSEA)*[14] was also performed in order to reveal enriched signatures in our gene sets based on the Molecular Signatures Database (MSigDB) v6.1, and in specific analyses based on publicly available data (see Results section). Gene sets were ranked by taking the  $-\log_{10}$  transform of the  $p$ -value multiplied by the FC. Significantly upregulated genes were at the top and significantly downregulated genes were at the bottom of the ranked list. GSEA pre-ranked analysis was then performed using the default settings. Enrichment was considered significant by the GSEA software for FDR ( $q$ -value)  $< 25\%$ .

### Data Sharing Statement

Murine RNA-seq data have been deposited to GEO under accession number GSE128692. Human RNA-seq data have been deposited to EGA database under Study EGAS00001003679; dataset EGAD00001005052.

1. Alissafi T, Banos A, Boon L, et al. Tregs restrain dendritic cell autophagy to ameliorate autoimmunity. *The Journal of clinical investigation* 2017;**127**(7):2789-804 doi: 10.1172/JCI92079[published Online First: Epub Date]].
2. Isenberg DA, Rahman A, Allen E, et al. BILAG 2004. Development and initial validation of an updated version of the British Isles Lupus Assessment Group's disease activity index for patients with systemic lupus erythematosus. *Rheumatology* 2005;**44**(7):902-6 doi: 10.1093/rheumatology/keh624[published Online First: Epub Date]].
3. Andrews S. FastQC A Quality Control tool for High Throughput Sequence Data Secondary FastQC A Quality Control tool for High Throughput Sequence Data <http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>.
4. Dobin A, Davis CA, Schlesinger F, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 2013;**29**(1):15-21 doi: 10.1093/bioinformatics/bts635[published Online First: Epub Date]].
5. Anders S, Pyl PT, Huber W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* 2015;**31**(2):166-69 doi: 10.1093/bioinformatics/btu638[published Online First: Epub Date]].
6. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics (Oxford, England)* 2010;**26**(1):139-40 doi: 10.1093/bioinformatics/btp616[published Online First: Epub Date]].
7. R: A language and environment for statistical computing. R Foundation for Statistical Computing. [program], 2018.
8. Oliveros JC. VENNY. An interactive tool for comparing lists with Venn Diagrams. 2007, 2015.
9. Lund J. Statistical significance of the overlap between two groups of genes. Secondary Statistical significance of the overlap between two groups of genes. [http://nemates.org/MA/progs/overlap\\_stats.html](http://nemates.org/MA/progs/overlap_stats.html).
10. Reimand J, Kull M, Peterson H, et al. g:Profiler—a web-based toolset for functional profiling of gene lists from large-scale experiments. *Nucleic acids research* 2007;**35**(Web Server issue):W193-200 doi: 10.1093/nar/gkm226[published Online First: Epub Date]].
11. Bindea G, Mlecnik B, Hackl H, et al. ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. *Bioinformatics* 2009;**25**(8):1091-3 doi: 10.1093/bioinformatics/btp101[published Online First: Epub Date]].
12. Shannon P, Markiel A, Ozier O, et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome research* 2003;**13**(11):2498-504 doi: 10.1101/gr.1239303[published Online First: Epub Date]].
13. Chouvardas P, Kollias G, Nikolaou C. Inferring active regulatory networks from gene expression data using a combination of prior knowledge and enrichment analysis. *BMC bioinformatics* 2016;**17 Suppl 5**:181 doi: 10.1186/s12859-016-1040-7[published Online First: Epub Date]].
14. Subramanian A, Tamayo P, Mootha VK, et al. Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences* 2005;**102**(43):15545-50 doi: 10.1073/pnas.0506580102[published Online First: Epub Date]].

How the deposited data were processed for this re-analysis (not part of the article)

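Gene expression was measured by RNA sequencing in sorted bone marrow cells of female mice. LSK were profiled in 12 samples, 3 each of F1-P, F1-L, B6-Y and B6-O, and CMPs in 6 samples, 3 each of F1-P and F1-L. Each sample was assigned to its group and replicate number by its label and the paper's description of the groups, and the columns of the tables carry the same names. All columns of per-sample values were used. Human CD34+ samples, gene set enrichment against published collections and the regulatory network analysis were not analysed here.

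The authors extracted total RNA, prepared mRNA libraries with the Illumina TruSeq kit, sequenced single-end reads on a NextSeq instrument, aligned them with STAR to the mm10 genome, counted reads per gene with HTSeq and fitted models in edgeR. The deposited values are CPM of a scaled library size. Because of the scaling factor the values are treated as a signal, which the authors' normalization makes comparable between the samples of a table, and not as plain CPM. The LSK table holds 19780 genes and the CMP table 18428, already without genes of no expression. The columns sum to 832403 to 1387186 in LSK and to 967456 to 1033223 in CMPs. In each column the values were whole multiples of 1 step, and 100.0% of the values of each table came out as whole reads. The count tests were therefore run as alternatives on these recovered reads. The design had assumed plain CPM, and limma on the log scale remained the main test. Gene identifiers were matched to GENCODE M21 (GRCm38, the same assembly as mm10), which gave a symbol and a position for 19770 genes of the LSK table and 18421 of the CMP table.

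The totals were 23772252 to 28493747 reads per LSK sample and 20001328 to 24761060 per CMP sample. Immunoglobulin genes held up to 36.6% of the reads of an LSK sample. No sample pair within a group had counts that differed by as little as the sampling noise, so no 2 samples were treated as the same library.

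The tests were run in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For each comparison only the samples of its groups entered the fit, and genes with a CPM of at least 1 in at least 3 samples were kept. limma's lmFit and eBayes with a trend were run on log2(CPM + 1), and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p of at most 0.05 and a fold change above 1.5 were counted, as in the paper. Gene panels were taken from the heatmaps of the paper. For each panel the median log2 fold change, the camera test of limma with an inter-gene correlation of 0.01, the number of genes with an unadjusted p below 0.05 and a two-sided exact permutation test of the mean of log2(CPM + 1) were computed. With 3 samples against 3 an exact test cannot give a p below 0.1. Named genes are those the paper names in its text or heatmaps, and the 5 genes with the largest rise and the 5 with the largest fall among those past the thresholds with non-overlapping groups and a mean CPM of at least 5. The panels and the rule were fixed before the data were examined.

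The alternatives set before the data were examined were a pseudocount of 0.1 or 0.5, no filter or a mean CPM of at least 5, scaling by the median of ratios, the replicate number as a block, array quality weights, a robust eBayes fit, no fold change minimum, edgeR's quasi-likelihood and likelihood ratio tests, DESeq2, all 12 LSK samples in one fit, an inter-gene correlation estimated from the data, gene labels read from Figure 3D for the chemokine and IL-1 panels, and leaving out each replicate. Chosen after seeing the data were the likelihood ratio test without a filter, the same test with all 12 LSK samples in one fit, and the scaling recomputed without immunoglobulin genes. Groups share the replicate numbers 1, 2 and 3 in the labels, but the samples are different mice, and the fits with a block are given with the other alternatives.

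The tests were tested on simulated data, with counts drawn for the real genes at the depth and spread of the real samples. About 200 genes were changed by known factors. Counts were drawn independently for each gene, so deviations shared by many genes of a sample were left out. In LSK with 4-fold changes, limma called 181 of 198 changed genes and 11 unchanged ones, and edgeR's likelihood ratio test called 191 of 198 and 53 unchanged ones. In CMPs the likelihood ratio test called 184 of 199 changed genes and 46 unchanged ones, against 166 and 11 in limma. No changed gene was called in the wrong direction.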

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

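The tests in this part were chosen after the results were seen, except the counts over other splits of the samples.

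Immunoglobulin genes held a median of 23.6% of the LSK reads in NZBW/F1 mice (16.8% to 36.6% in 6 samples) and 1.88% in C57BL/6 mice (0.301% to 4.76% in 6 samples). This stands out as a signal in genes whose share of the library the paper does not report, and it was higher in 6 of 6 NZBW/F1 samples (exact permutation test on the log2 share, two-sided p = 0.00216, the smallest that 6 against 6 allow). Within NZBW/F1 mice it was 21.3% ± 4.38 in F1-L and 30.3% ± 9.60 in F1-P (SD, n = 3, exact permutation test, two-sided p = 0.3). A difference in depth does not account for it, since the ratio of mean total reads between the strains was 0.954. Transcription of an Ighm gene without rearrangement would leave few reads on variable genes and the kappa constant gene, but these held at least 45.2% of the immunoglobulin reads in every NZBW/F1 sample. The share was computed on reads, so the authors' scaling does not enter it. Plasma-cell markers other than immunoglobulin genes (Jchain, Sdc1, Tnfrsf17, Prdm1, Irf4, Mzb1 and Derl3) had a mean log2(CPM + 1) of 7.36 to 9.22 in NZBW/F1 and 3.17 to 5.72 in C57BL/6 samples. Within the 6 NZBW/F1 samples they followed the log2 share with a Pearson r of 0.97 (exact permutation p = 0.00417, 0.00834 adjusted over 4 relations) and a Spearman rho of 0.94 (exact permutation p = 0.0167, 0.0223 adjusted). Without the 2 samples farthest from the median share r was 0.89, and within the 6 C57BL/6 samples it was 0.98. A candidate explanation is RNA of plasma cells, sorted within the gate or released into the suspension, since the lineage markers the paper lists for the gate include B220 but no plasma-cell marker. The paper states a minimum purity for its sorted LSK and CMPs. The sort purity of each sample was not analysed here, so RNA of plasma cells remains a hypothesis. A difference in the sorted progenitors themselves cannot be told apart from it.

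Between F1-P and B6-Y, which the paper does not compare, 2331 of 14380 genes in LSK passed the thresholds, 1442 higher and 889 lower in F1-P, and 4500 had an unadjusted p below 0.05. Of the 4 splits of the samples that part all same-numbered pairs, 1 gave as many genes, the real one, and the highest number in any other of the 10 splits was 0. So few splits cannot give a share under 0.05. Same-numbered samples deviated together with a correlation of 0.239, and with the replicate number as a block 2787 genes passed. Of the genes called, 97.3% changed in the same direction between F1-L and B6-O, against 77.0% on average (75.5% to 78.6%) in 10000 expression-matched random lists, and a share of 0.0001 of the lists, the smallest they can give, reached that value. This is consistent with a strain difference that is present at both ages. Pseudogenes were 7.38% of the genes called and 2.61% of the genes tested, a ratio of 2.83, and immunoglobulin genes 8.15% against 1.65%. Sequence variants of NZBW/F1 mice against a reference made from C57BL/6 may therefore account for part of these calls, and the data at hand cannot tell such calls from differences in expression.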

How the results depend on the processing

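For LSK F1-L against F1-P (4 genes), array quality weights gave 38 genes (22 higher, 16 lower), edgeR's likelihood ratio test 657, DESeq2 734, all 12 LSK samples in one fit 26 and the replicate block 0 (1814 at an unadjusted p below 0.05). For CMPs (1 gene) these were 1415 with the weights, 308 with the likelihood ratio test, 351 with DESeq2 and 0 with the block (914 unadjusted), and a mean CPM of at least 5 also gave 0 (924 unadjusted). For F1-L against B6-O (1667 genes) the mean CPM of at least 5 gave 978 and the weights 2855. For F1-P against B6-Y (2331 genes) the weights gave 3822. For B6-O against B6-Y (0 genes, 927 unadjusted), scaling by the median of ratios gave 1, the weights 1023, robust eBayes 3, the likelihood ratio test 114, DESeq2 207 and all 12 samples in one fit 13. For the interaction of strain and age (0 genes, 591 unadjusted), the weights gave 58, the likelihood ratio test 10 and DESeq2 29. The array weights in CMPs rest on a weight of 57.2 for F1-P replicate 2, and the estimation stopped before it converged. The cause of these changes was not tested. In simulated data at this depth and number of samples, the likelihood ratio test called 53 unchanged genes and limma 11 in LSK with 4-fold changes. With 2-fold changes the likelihood ratio test called 116 of 196 changed genes and 33 unchanged ones and limma 43 and 2, and in CMPs the likelihood ratio test called 123 of 197 and 40 unchanged ones and limma 63 and 4. More true and more false calls by the likelihood ratio test are both possible in the real data. The simulated genes varied independently of each other, so the simulated numbers need not hold there.

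Settings chosen after seeing the data gave further counts. The likelihood ratio test without a filter called 842 genes in LSK F1-L against F1-P, 745 in CMPs, 2923 in F1-L against B6-O, 3589 in F1-P against B6-Y, 150 in B6-O against B6-Y and 10 for the interaction. With all 12 LSK samples in one fit it called 416 in F1-L against F1-P, 3031 in F1-L against B6-O and 183 in B6-O against B6-Y. Leaving out immunoglobulin genes and recomputing the scaling gave 2 genes in F1-L against F1-P, the 2 of the 4 called genes that are not immunoglobulin genes, so this drop follows from the removal and not from the scaling. It gave 3 in B6-O against B6-Y. Neither this scaling nor the median of ratios moved the median log2 fold change of all genes by more than 0.05.

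With each replicate left out in turn, the number of genes ranged from 0 to 25 in LSK F1-L against F1-P (at an unadjusted p below 0.05, 1048 where it was 0), from 0 to 434 in CMPs (545 to 840 unadjusted where it was 0), from 448 to 2285 in F1-L against B6-O, from 927 to 2229 in F1-P against B6-Y, from 0 to 48 in B6-O against B6-Y and from 0 to 1 for the interaction.

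Same-numbered samples are different mice. Their deviations from the group means had a correlation of −0.011 in LSK F1-L against F1-P, −0.052 in CMPs, 0.038 in F1-L against B6-O and 0.074 for the interaction, so the replicate numbers do not pair these samples, and with the block the last 2 gave 1380 and 0 genes (746 unadjusted). The correlation was 0.239 in F1-P against B6-Y, with 2787 genes under the block, and 0.144 in B6-O against B6-Y, with 0 genes (1678 unadjusted). Under the block the camera p was 1.55e-10 for LSK myeloid, 1.14e-11 for lymphoid, 0.161 for IFN response and 1.01e-07 for proliferation genes, and 0.182 for CMP myeloid, 0.316 for proliferation, 1.16e-09 for chemokine and 0.0141 for IL-1 genes, on the same side of 0.05 as without it.

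The LSK myeloid, lymphoid and proliferation panels kept their direction and a camera p below 0.05 in every alternative in which a camera test was run (all but the robust fit, the fold change minimum and the count tests). These panels were picked by the paper from the same samples, so this stability is no independent evidence. Leaving out replicates moved the median between 1.17 and 1.97, −1.21 and −0.88, and 0.83 and 1.28. The IFN panel stayed positive, from 0.03 to 0.39 with a replicate left out, and reached a camera p of 0.0325 in limma without F1-L replicate 3, at 0.33. The CMP panels were less stable. With the inter-gene correlation estimated from the data, the chemokine panel (median −1.02) had a camera p of 0.171 in limma and the IL-1 panel (−0.17) one of 0.307. The IL-1 panel also lost its call with a mean CPM of at least 5 (−0.02, camera p of 0.218 in limma) and with array weights (−0.10, camera p of 0.0958). The granulocytic panel (−0.42) gained one with a mean CPM of at least 5 (−0.42, camera p of 0.0426 in limma) and under the replicate block (−0.42, camera p of 0.0323). Without F1-P replicate 1 the proliferation panel (0.13) gained one (0.38, camera p of 0.0417 in limma), as did the myeloid (−0.64, camera p of 0.00547) and granulocytic panels (−0.82, camera p of 0.000593). With a replicate left out, the CMP medians ranged from −0.82 to −0.06 for granulocytic, −1.13 to −0.41 for chemokine, −0.64 to 0.34 for myeloid, −0.04 to 0.38 for proliferation and −0.35 to 0.14 for IL-1 genes. Without F1-P replicate 3 the median was reversed for myeloid (0.19), proliferation (−0.04) and IL-1 genes (0.14), and without F1-L replicate 2 for myeloid genes (0.34).

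Of single genes given with statistics, CMP Mpo was reversed with array weights (0.01), without F1-P replicate 3 (0.04) and without F1-L replicate 2 (0.15), Elane without F1-L replicate 2 (0.26), and Cebpa without F1-P replicate 1 (−0.40), F1-L replicate 1 (−0.06) and F1-L replicate 3 (−0.32). With a replicate left out, Mpo ranged from −0.71 to 0.15, Elane from −0.78 to 0.26 and Cebpa from −0.40 to 0.46. The sign of Cebpa in CMPs also depended on the test. It was −0.04 in edgeR's likelihood ratio and quasi-likelihood tests and −0.05 in DESeq2. Apart from left-out replicates and the count tests, 7 other values of single genes became weaker and 13 stronger, all 13 with array quality weights. With a replicate left out 17 became weaker and 7 stronger. edgeR's likelihood ratio test called Ccnd1, Cd79a, Cebpa, Cebpe, Ciita, Csf3r and Rag1 in LSK, which limma did not. In CMPs it likewise added Ccl4, Cxcr2, Ets1, Gata2, Il1b, Lif and Pax5. The quasi-likelihood test called none of these added genes and lost Emilin2. The cause was not tested.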

Differences from the paper's values

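In LSK, 4 genes passed the thresholds between F1-L and F1-P, where the paper's number is 758. Of the alternatives set before the data were examined, edgeR's likelihood ratio test, the kind of test the paper names, gave 657 genes and DESeq2 gave 734, both within 1.5 times the paper's number, and the others gave between 0 and 38. Without a filter on low values, a setting chosen after seeing the values, the likelihood ratio test gave 842 genes.

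In CMPs, 1 gene passed the thresholds, where the paper's number is 721. None of the alternatives set before the data were examined came within 1.5 times that number: edgeR's likelihood ratio test gave 308, DESeq2 351, leaving out F1-P replicate 1 434 and array quality weights 1415, and the others gave 0 or 1. The likelihood ratio test without a filter, a setting chosen after seeing the values, gave 745 genes, 675 of them lower in F1-L.

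The paper's supplementary list for LSK holds 478 genes, fewer than the paper's 758 in its text, with the paper's 376 higher and the paper's 102 lower in F1-L. The values here were 4 genes, 2 higher and 2 lower. Of the alternatives set before the data were examined, the likelihood ratio test was within 1.5 times the paper's 478 with 657 genes, and within 1.5 times the paper's 376 with 494 higher genes. DESeq2 was within 1.5 times the paper's 376 with 541 higher genes but not the paper's 478, with 734 genes. None of these alternatives came within 1.5 times the paper's 102 lower genes, with 163 in the likelihood ratio test and 193 in DESeq2. With all 12 LSK samples in one fit and no filter, a setting chosen after seeing the values, the likelihood ratio test gave 416 genes, 328 higher and 88 lower, within 1.5 times each of the 3 numbers of the paper's list. The log2 fold changes of the 9 genes of the list that are given with statistics beside the claims differed from the paper's by less than the spread of the replicates.

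The paper states that Gbp6 and Ciita were upregulated in F1-L LSK. Here Gbp6 had a log2 fold change of 0.70 and passed in none of the settings in which single genes were tested, the IFN panel (median 0.29) had a camera p below 0.05 only without F1-L replicate 3, and Ciita, at 0.65, passed with edgeR's likelihood ratio test, with that test without a filter (chosen after seeing the values) and with DESeq2. The paper's abstract calls the fall of Cebpe, Cebpd and Csf3r in CMPs a trend, and its text describes these genes and Csf2ra as dampened. Their log2 fold changes here were −1.22, −0.90, −1.03 and −0.77, none past the thresholds except with array quality weights. The granulocytic panel, median −0.42, had a camera p below 0.05 with a mean CPM of at least 5, under the replicate block, and without F1-P replicate 1, F1-L replicate 1 or F1-L replicate 3. The paper states that Cebpa was lower in F1-L CMPs and that myeloid markers as a group were lower. The log2 fold change of Cebpa was 0.03 in limma and −0.04 in edgeR's likelihood ratio test. The median of the 13 myeloid markers was −0.10 with 0 genes at an unadjusted p below 0.05 in limma. The myeloid panel had a camera p below 0.05 without F1-P replicate 1 (median −0.64) or F1-L replicate 3 (median −0.57) only, and Cebpa did not pass in CMPs in any setting in which single genes were tested. The paper states no difference in proliferation markers of CMPs, and that panel, median 0.13, had a camera p below 0.05 only without F1-P replicate 1 (median 0.38). The paper states that Irf8, Mpo and Elane were higher in F1-L LSK and lower in F1-L CMPs. Their log2 fold changes, 0.35, 0.76 and 2.08 in LSK and −0.58, −0.31 and −0.33 in CMPs, did not pass the thresholds in any setting in which single genes were tested. The paper lists 15 suppressed regulators in lupus CMPs, and Gata2 among them was higher in F1-L here, with a log2 fold change of 1.10.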

Other observations

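The tests in this part were chosen after the results were seen, except the counts over other splits of the samples, the direction in C57BL/6 mice of the genes called in LSK, the test of mature lymphocytes in CMPs and the test of a single deviating F1-P replicate.

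Other splits of the same samples were compared with the real ones. For F1-L against F1-P in LSK (4 genes), the same comparison in CMPs (1 gene) and F1-L against B6-O in LSK (1667 genes), 1 of the 4 splits that part all same-numbered pairs gave as many genes in each, the real one. The highest number in any other of the 10 splits was 0 in each of these comparisons. With so few splits a share under 0.05 cannot be reached. By the number of genes with an unadjusted p below 0.05, the real split came first in the LSK comparisons, but in CMPs 4 of the 10 splits, the real one included, gave as many.

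Between B6-O and B6-Y LSK, 0 of 14005 genes passed the thresholds and 927 had an unadjusted p below 0.05. With a real count of 0 every split gives as many, so that all 4 of the splits that part the same-numbered pairs did so carries no information. By the number of genes with an unadjusted p below 0.05, 3 of the 10 splits, the real one included, gave as many, and the highest count of genes past the thresholds in another split was 12. Same-numbered samples deviated together with a correlation of 0.144, and with the replicate number as a block the count was again 0, with 1678 genes at an unadjusted p below 0.05. For the difference between the change in NZBW/F1 and the change in C57BL/6 mice, 0 of 15084 genes passed, and 591 had an unadjusted p below 0.05. That 32 of the 32 splits gave as many again follows from the count of 0. By the unadjusted p 16 of the 32 splits, the real one included, gave as many, and other splits gave up to 282 genes past the thresholds. Array quality weights in limma called 58 genes, edgeR's likelihood ratio test 10 and DESeq2 29, so whether genes change differently with age in the 2 strains depended on the test.

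F1-L mice are older than F1-P mice, so a change with age was weighed for the LSK result. All 4 genes called between F1-L and F1-P (100.0%) changed in the same direction from B6-Y to B6-O, but 4 genes are too few to tell this from chance, since a share of 0.143 of random lists did the same. Of the 389 tested genes of the paper's list, 325 (83.5%) changed in the same direction in C57BL/6 mice, against 61.5% on average (56.6% to 66.3%) in 10000 expression-matched random lists, and a share of 0.0001 of the lists, the smallest they can give, reached that value. Part of the paper's list may therefore reflect age in addition to disease. Random lists do not keep genes that vary together, so a signal shared by many genes in a few samples could give the same agreement. Thinning all samples to the same total left the counts at 4 in LSK and 1 in CMPs, so a difference in total reads does not explain them. In LSK this did not equalise the reads on genes other than immunoglobulin genes, which ranged from 15081700 to 20928715. With immunoglobulin genes left out, 2 genes passed, and after 1 random thinning to 15081700 such reads in every sample 0 passed, with 1922 and 1914 genes at an unadjusted p below 0.05. A part of depth in the calls of Apoe and Emilin2 is therefore not excluded.

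The LSK panels differed in how they changed in C57BL/6 mice, and what would count for or against age was written after these changes had been seen. The lymphopoiesis panel fell by 1.02 on the log2 scale from F1-P to F1-L and by 1.29 from B6-Y to B6-O. The difference was 0.27 (exact permutation test over 400 assignments, two-sided p = 0.755). This test shuffled the stage within each strain, so its null was no change in either strain. It therefore cannot decide whether the changes in the strains are equal. The panel fell in both strains, so a change with age may account for its fall in F1-L. A panel of B cell markers was also lower in F1-L LSK, 4.35 ± 0.47 against 5.05 ± 0.31 in F1-P, with overlapping groups. A part of B cells in the fall was not tested. The myelopoiesis panel rose by 1.36 in NZBW/F1 and changed by −0.04 in C57BL/6 mice, a difference of 1.40 with an exact permutation p of 0.065 (0.167 adjusted over 5 panels). For proliferation the changes were 1.23 and 0.39, a difference of 0.84 with an exact permutation p of 0.185 (0.231 adjusted). For this panel every older sample lay above every younger one in both strains, so the p could not fall below 0.1. In both panels every F1-L sample was above every F1-P sample. In C57BL/6 mice every B6-O sample was above every B6-Y sample for proliferation (exact permutation test, two-sided p = 0.1, the smallest possible), as every one was below for lymphopoiesis, but not for myelopoiesis (exact permutation test, two-sided p = 0.9). Part of the proliferation rise may thus go with age, by 0.39 of the 1.23, while the myelopoiesis panel gave no sign of a change with age in C57BL/6 mice. Whether the changes differ between the strains was not settled by this test in either panel, since equal changes were not its null.

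Markers of mature neutrophils were high in some LSK samples although the gate excludes Gr-1 and CD11b. S100a8, for example, had a CPM of 330 to 1740 in F1-L, 47.4 to 227 in F1-P, 84.5 to 852 in B6-Y and 151 to 1990 in B6-O. Across the 6 C57BL/6 samples the myelopoiesis panel followed these markers with a Pearson r of 0.84 (exact permutation p = 0.0528) and a Spearman rho of 0.49 (exact permutation p = 0.356), and r was −0.83 without the 2 samples farthest from the median, so the relation rests on those samples. Across the 6 NZBW/F1 samples, where stage separates both measures, r was 0.89 (exact permutation p = 0.025) and rho 0.94 (exact permutation p = 0.0167), and r was 0.75 without the 2 farthest. With the slope of the C57BL/6 samples, the difference of 2.90 in the markers between F1-L and F1-P gives a difference of 0.50 in the panel, 36.6% of the observed 1.36. The rule for reading this test was loosened after its result was seen, because the p of 0.0528 would have counted against neutrophils under the first wording. RNA of mature neutrophils may account for part of the rise, and the present samples do not settle how much.

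In CMPs the F1-P samples differed among themselves. S100a8 had a CPM of 43.2 in F1-P replicate 1, 1070 and 1420 in replicates 2 and 3, and 13.1 to 85.6 in F1-L. Panels of B cell, T cell, plasma cell and erythroid markers were lower in all F1-L samples than in all F1-P samples (differences of −2.46, −0.77, −1.45 and −1.03, exact permutation test, two-sided p = 0.1 each, 0.25 adjusted over 10 panels). The genes that fell by edgeR's likelihood ratio test were compared with these markers after the mean of each group was subtracted, so that the difference between the groups itself does not enter. Their median correlation with T, NK and B cell markers over the 6 samples was 0.93, against 0.35 (0.14 to 0.51) for expression-matched random lists, and with neutrophil markers it was 0.91, against 0.33 (0.14 to 0.47). A share of 0.0001 of 10000 lists, the smallest they can give, was as high in each. With erythroid markers the median was 0.18 and with megakaryocyte and platelet markers 0.28. These were lower, but the same share of 0.0001 of their random lists was as high, so the share itself does not separate the cell types and only the size of the correlation does. Without F1-P replicate 1, 434 genes passed in limma in place of 1, 396 of them lower in F1-L. This pattern is consistent with mature cells in the CMP sort of F1-P replicates 2 and 3, in an amount that differs between samples. Lymphocytes and neutrophils cannot be separated by this test, because both marker sets vary in the same way over the F1-P samples. A fall of these genes within CMPs themselves cannot be told apart from mature cells in the sort. The minimum purity that the paper states for its sorted cells was not checked per sample here.

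Xist had a CPM of 711 in B6-O replicate 3 and 1370 in B6-Y replicate 3, and 2040 to 2660 in the other 10 LSK samples. In the 6 CMP samples it was 2140 to 3100. No explanation of this difference was tested.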
